# Cellulosome stoichiometry in *Clostridium cellulolyticum* is regulated by selective RNA processing and stabilization

**DOI:** 10.1038/ncomms7900

**Published:** 2015-04-24

**Authors:** Chenggang Xu, Ranran Huang, Lin Teng, Xiaoyan Jing, Jianqiang Hu, Guzhen Cui, Yilin Wang, Qiu Cui, Jian Xu

## Abstract

The mechanism, physiological relevance and evolutionary implication of selective RNA processing and stabilization (SRPS) remain elusive. Here we report the genome-wide maps of transcriptional start sites (TSs) and post-transcriptional processed sites (PSs) for *Clostridium cellulolyticum*. The PS-associated genes are preferably associated with subunits of heteromultimeric protein complexes, and the intergenic PSs (iPSs) are enriched in operons exhibiting highly skewed transcript-abundance landscape. Stem-loop structures associated with those iPSs located at 3′ termini of highly transcribed genes exhibit folding free energy negatively correlated with transcript-abundance ratio of flanking genes. In the cellulosome-encoding *cip-cel* operon, iPSs and stem-loops precisely regulate structure and abundance of the subunit-encoding transcripts processed from a primary polycistronic RNA, quantitatively specifying cellulosome stoichiometry. Moreover, cellulosome evolution is shaped by the number, position and biophysical nature of TSs, iPSs and stem-loops. Our findings unveil a genome-wide RNA-encoded strategy controlling *in vivo* stoichiometry of protein complexes.

## Abstract (web summary)

Selective RNA processing and stabilization (SRPS) can regulate bacterial operons, but the process is not well understood. Here, the authors show that the stoichiometry of cellulosome, a 12-subunit protein complex expressed from an operon in Gram-positive *Clostridium cellullolyticum*, is regulated by SRPS.

Many genes on genomes encode subunits of protein complexes, which carry out essential cellular activities or perform specialized functionality (for example, the cellulosomes that degrade cellulose^1^ or the photosystem complexes that harvest light^2^). In bacterial genomes, these genes are frequently organized as an operon, which is an efficient means to regulate transcription of multiple genes simultaneously. However, to create and maintain appropriate stoichiometry, functional complexes usually require accurate control of the relative abundance of subunit-encoding transcripts^3^. To resolve the potential conflict between the equimolar stoichiometry of transcripts within an operon and the non-equimolar stoichiometry of subunits frequently necessitated, one strategy employed by the cell is selective RNA processing and stabilization (SRPS)^4^, where the primary mRNA transcribed as an operon is processed by nucleases into segments first and then variation in stability among the segments contribute to differential gene expression^4^.

SRPS was reported for a number of Gram-negative bacterial operons that mostly encode protein complexes, such as *papA-I*^5^, malEFG^6^, CFA-I^7^, *unc*^8^, *ars*^9^, *ftsA-Z*^10^ and LEE4 (ref. 11) in *Escherichia coli*, and *rxcA*^12^ and *puf*^13^ in *Rhodobacter capsulata*. For most of the *E. coli* cases, the processing is initiated via a primary endonucleolytic cleavage by RNase E, a single-stranded, nonspecific endonuclease with preference for cleaving A/U-rich sequence^14^. Stability of the processed RNA can be influenced by factors such as the overall degree of translation, polyadenylation of mRNA 3′ termini, regulatory proteins and structural elements proximal to the 5′ or 3′ termini^15^. For example, 5′ stem-loops or 3′ intrinsic transcription terminators can significantly influence mRNA stability^14^,^16^. However, transcript-level heterogeneity among genes encoded within a single operon can also be caused by changes in operon structures or alternative transcriptional start sites (TSs; for example, in *Mycoplasma pneumonia*^17^ and *Anabaena*^18^). Therefore, it is not yet clear, at the genome-wide scale, how structure and function of the characteristic transcriptome of SRPS are dynamically regulated. Moreover, the global physiological roles of SRPS remain speculative, and whether the mechanism conveys specific competitiveness to the organism is not clear. Furthermore, on a macroscopic temporal scale, whether and how SRPS is implicated in organismal evolution are unknown. Finally, although Gram-positive and Gram-negative bacteria appear to employ distinct molecular machineries for SRPS^19^, experimental evidence for SRPS has been absent in Gram-positive bacteria (except for the *gapA* operon in *Bacillus subtilis*^20^).

*Clostridium cellulolyticum*, an anaerobic, mesophilic and cellulolytic Gram-positive bacterium, is one research model organism for microbial degradation of plant cell wall polysaccharides^21^,^22^,^23^. Like many other cellulolytic bacteria, *C. cellulolyticum* produces cellulosomes, which are high-molecular-mass protein complexes assembled from mostly extracellular enzymes^24^,^25^. *C. cellulolyticum* ATCC 35319 genome harbours a large number of glycosylhydrolase genes, and its ‘Cellulose Degradome' consists of a ‘core' set of 48 CAZymes required for degrading cellulose-containing substrates and an ‘accessory' set of 76 CAZymes required for specific non-cellulose substrates^26^. These genes are widely distributed along the 4.1-Mb genome and found in numerous operons^27^. Thus, efficient cellulolysis should rely upon a global regulatory network that controls the structure and abundance of such a large array of transcripts. However, the nature of this regulatory mechanism remains not fully understood^26^.

Here employing *C. cellulolyticum* H10 ATCC 35319 as a model, we present the first global landscape of SRPS regulation in a Gram-positive bacterial genome. Genome-wide RNA start sites that include both TSs and post-transcriptional processed sites (PSs) of transcripts were mapped at single-nucleotide resolutions via a differential mRNA-sequencing approach (dRNA-Seq). The 120 PS-associated genes are preferably associated with subunits of heteromultimeric protein complexes, and the 72 intergenic PSs (iPSs) are enriched in operons exhibiting highly skewed transcript-abundance landscape. Stem-loop structures associated with such iPSs are frequently found at the 3′ termini of highly transcribed genes, with their folding free energy negatively correlated with the transcript-level ratio between their flanking genes at a genome-wide manner. In the 12-gene *cip-cel* operon that encodes cellulosomal enzymes, *in vivo* and *in vitro* analyses of the primary and processed transcripts validated the predicted TSs and iPSs and unraveled a mechanism where a combination of five iPSs and four stem-loops precisely determine the stoichiometry of cellulosome *in vivo*. This mechanism is phylogenetically conserved and drives cellulosome evolution by specifying the structure and abundance of cellulosomal-subunit-encoding transcripts via varying the number, positioning and biophysical nature of TSs, iPSs and stem-loops. Our findings thus unveil a genome-wide, RNA-encoded mechanism linking sequences and *in vivo* stoichiometry of protein complexes, and have general implications in designing and engineering protein complex assembly.

## Results

### Genome-wide maps of TSs and PSs in *C. cellulolyticum*

Mapping of TSs and PSs requires the ability to discriminate between primary and processed transcripts. In dRNA-Seq, a pair of differential cDNA libraries was sequenced, with the Hyb library selecting for all primary and secondary mRNA, whereas the Exo library selecting for only primary transcripts (Methods). Primary and processed transcripts are then distinguished by comparing results from the two libraries (Fig. 1a and Supplementary Methods).

To maximize the coverage of transcripts sampled, *C. cellulolyticum* was cultivated under each of the three carbon sources of cellulose, cellobiose and glucose. 

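C. cellulolyticum H10 (ATCC35319), an anaerobic Gram-positive bacterium that degrades cellulose with a cell-bound enzyme complex, was grown to mid-log phase on cellulose (5 g per l), cellobiose (3 g per l) or glucose (3 g per l), with 2 cultures per carbon source. RNA of each of the 6 cultures gave a Hyb library, in which 16S and 23S rRNA had been removed by hybridization, and an Exo library, in which RNA with a 5′-monophosphate had been digested by a 5′-phosphate-dependent exonuclease. The authors sequenced the 12 libraries as paired ends of 100 bp on a HiSeq instrument, mapped the reads with SOAP, kept uniquely mapped reads and discarded reads of rRNA. The values used here are the authors' RPKM per gene. Supplementary Data 1, of which the first 1998 genes were held here, lists each library in whole multiples of 1 step, so that the reads behind the RPKM could be recovered. They came to 1838478 to 6127414 reads per Hyb library (median 4942169) and 1023820 to 1249608 per Exo library (median 1123450). The cellulose Hyb libraries were the shallowest of the Hyb libraries, with 1838478 and 2025220 reads. A gene was listed at 0 more often in the shallower Exo libraries (365 to 638 genes per library) than in Hyb (138 to 295). Changes between libraries were tested with limma on log2(RPKM + 1), which understates the change of low genes, and each Exo library was paired with the Hyb library of its culture.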

The extracted total RNA was, respectively, treated by Hyb and Exo and then sequenced. A total of 73.2 million reads were uniquely mapped to the genome, representing combined coverage of 791X. After removing rRNA reads, from 73.5 to 87.8% of the reads were mapped to coding sequence (CDS), and the remaining were either upstream of CDS (thus putatively identifying a 5′-untranslated region (5′-UTR)) or mapped to unannotated or potentially mis-annotated regions (Supplementary Table 1).

The transcript abundance (TA) of each gene under a particular condition was determined based on trimmed mean of *M* values (Supplementary Data 1). For each of the two treatments (Hyb and Exo) under each of the three carbon sources, correlation of the global TA among biological replicates was high (*r*^2^ from 0.872 to 0.958; Supplementary Fig. 1), yet that between the Hyb and Exo treatments was much lower (*r*^2^ from 0.771 to 0.869; Supplementary Fig. 1). This is due to the lower abundance of certain transcripts in Exo: for example, under cellulose, for 24% of genes the abundance under Exo is <50% of that under Hyb, while merely 12 or 10% of genes were found that way between the biological replicates under Exo or Hyb (Fig. 1b). 

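Across all genes, replicate cultures were closest in glucose Hyb (r2 = 0.968 on log2(RPKM + 1)) and cellobiose Hyb (0.965), followed by cellulose Hyb (0.920), cellobiose Exo (0.901), glucose Exo (0.899) and cellulose Exo (0.874). Within each carbon source, Hyb and Exo libraries of the same culture were farther apart than replicates. Their r2 was 0.796 and 0.813 in the cellulose cultures, 0.842 and 0.835 in the cellobiose cultures, and 0.892 and 0.853 in the glucose cultures. These correlations run across genes, which are not independent replicates, so no p-value was computed. On RPKM without the logarithm this order did not hold. There, r2 between Hyb and Exo was 0.922 and 0.716 in the cellulose cultures and 0.876 and 0.829 in the cellobiose cultures, and 0.815 between the Hyb replicates of either carbon source.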

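On cellulose, 1385 of the 3398 genes with a Hyb value above 0 (40.8%) had a mean Exo RPKM under 50% of their mean Hyb RPKM, and 266 of 3324 genes (8.00%) had a mean Hyb RPKM under 50% of Exo. Between the replicates, the value of culture 2 was under 50% of that of culture 1 for 271 of 3284 genes in Hyb (8.25%) and for 341 of 3181 genes in Exo (10.7%). Counted from culture 2 to culture 1, these shares were 22.5% and 28.9%. The shares depended on the scaling of the libraries. After scaling by the median of ratios, 25.0% of the genes had an Exo mean under 50% of Hyb and 24.0% a Hyb mean under 50% of Exo, and the replicates differed in this way for 13.9% (Hyb) and 17.5% (Exo) of the genes.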

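Of 2900 genes with a mean RPKM of at least 5, 1551 were lower and 341 were higher in Exo than in Hyb over the 6 cultures (limma with the culture as a block, adjusted p under 0.05), and 1338 of the lower and 284 of the higher genes moved the same way in all 6 cultures. The F-type ATPase operon (Ccel_0265 to Ccel_0273) had 8 of 9 genes lower, the dnaK operon (Ccel_1794 to Ccel_1800) 7 of 7 and the operon Ccel_2109 to Ccel_2112 4 of 4. In Ccel_0757 to Ccel_0788, 25 of 32 genes were lower and 4 higher. Stable RNA genes (locus tags Ccel_R) went the other way, with 22 of the 56 measured genes higher and 8 lower. Adjusted over the list alone, the counts for the stable RNA genes were 19 and 8 and those of the other lists did not change. With camera, each of these lists stood apart from all other genes (adjusted p from 4.1e-10 to 0.030 with a preset correlation), and none did with an estimated correlation (adjusted p from 0.36 to 0.47). Apart from the stable RNA genes, the lists are operons with iPSs, which the study listed for fewer reads in these Exo libraries. Their counts and camera results are thus not independent evidence of the direction. The largest falls were those of Ccel_0331, from an RPKM of 986 ± 1519 (SD, n = 6) in Hyb to 9.48 ± 12.1 in Exo (log2 difference −6.28, standard error 0.82, limma adjusted p = 0.0019), and of Ccel_0332 (log2 difference −5.13, standard error 0.61, limma adjusted p = 0.0014). The largest rises were those of the stable RNA gene Ccel_R0023, from 253 ± 136 to 945 ± 477 (log2 difference 1.95, standard error 0.22, limma adjusted p = 0.0011), and of Ccel_3343 (log2 difference 1.82, standard error 0.28, limma adjusted p = 0.0035). The sources used here pair none of these 4 locus tags with a gene name. The median gene lay −0.62 lower in Exo on the log2 scale, and the split of calls followed the scaling. After scaling by the median of ratios, 935 genes were lower and 908 higher (50.7% lower, against 82.0% on the RPKM), and after quantile normalization 787 and 1046 (42.9% lower). Without the culture as a block, 183 genes were higher, and without glucose culture 2, 14 of the stable RNA genes and 2 of Ccel_0757 to Ccel_0788 were. From the lower abundance in Exo, the paper reasons that part of these genes give processed transcripts, whose 5′-monophosphate exposes them to the exonuclease.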

A certain portion of those genes exhibiting lower TA in Exo than Hyb should represent processed transcripts, as they were specifically digested in the Exo library by the 5′-monophosphate-dependant exonuclease that recognizes their terminal 5′-monophosphate.

To identify TSs and PSs genome-wide, 1408 RNA end-sites (ESs) were first annotated based on ES localization positions (Supplementary Methods). Furthermore, by comparing the numbers of reads mapped to ES between Hyb and Exo libraries, 767 TSs (Supplementary Data 2) and 155 PSs (Supplementary Data 3) were found. Among them, 517 TSs plus 135 PSs (under cellulose), 505 TSs plus 147 PSs (under cellobiose) and 532 TSs plus 141 PSs (under glucose) were identified, respectively, with 294 TS and 128 PS shared among all three conditions (Fig. 1c). 

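The 155 PSs of Supplementary Data 3 are assigned to 121 genes. Of the 111 of these genes with a mean RPKM of at least 5, 102 were lower in Exo than in Hyb, 2 were higher and 7 did not pass the test, with a median log2 difference of −2.19 (limma, adjusted p under 0.05 over all genes and likewise when adjusted over the list alone). The study chose these genes from the same libraries, so their count is not independent evidence of the direction. With fry, the genes moved on balance one way (p = 1.1e-04), and with camera they stood apart from all other genes (p = 2.3e-12 with a preset correlation, p = 0.17 and adjusted p = 0.36 with an estimated correlation). After scaling by the median of ratios 97 were lower and 7 higher, with a median of −1.54. At the sites themselves, the median ratio of Exo to Hyb reads that the paper lists was 0.15.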

The TSs were grouped into three categories based on genomic context (Supplementary Fig. 2): (i) 663 gTSs (that is, ‘gene' TSs), which are located upstream of a gene; (ii) 63 iTSs (that is, ‘internal' TSs), which are positioned within a CDS; (iii) 41 nTSs (that is, ‘non-coding' TSs), which are orphans with no annotated genes in proximity.

The identified primary transcriptional starting and post-transcriptional processing events were supported by the several known ones such as TS:492032 and PS:459217 (Supplementary Data 2 and 3), which, respectively, start the primary transcript of cellulosomal cellulase *cel44O* (ref. 28) and the processed transcript of 5S rRNA^19^. Transcriptional profiles of *cel44O* that harbour TS under all three substrates are towards a sawtooth-like profile and with an elevated and sharp 5′ flank in Exo and Hyb, yet the processed transcripts of 5S rRNA-tRNA^Asn^ were nearly completely digested in Exo (Fig. 1d).

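Ccel_0429, which encodes the cellulosomal cellulase Cel44O, had an RPKM of 667 ± 269 (SD, n = 6) in Hyb and 210 ± 57.4 in Exo. It was lower in Exo in all 6 cultures (log2 difference −1.62, standard error 0.11, limma adjusted p = 2.8e-04). By carbon source, its Hyb and Exo RPKM were 502 and 143 on cellulose, 1011 and 235 on cellobiose, and 487 and 253 on glucose (means of 2 cultures each). The RPKM is a mean over the whole gene and does not resolve the 5′ end, so the profile along the transcript was not analysed here. Ccel_R0010, the 5S rRNA gene to which a PS is assigned, was listed at 0 in all 12 libraries, since the reads of rRNA had been discarded.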

### Operons with complex transcript-abundance ratio of genes

To probe the functional implication of PSs, the 110 protein-coding genes that are associated with PSs were examined for association with functional categories as defined by Cluster of Orthologous Groups^29^ (COG; Supplementary Data 3). A broad spectrum of COGs was found (34 of the 110 were not assigned to any COGs), with these genes being enriched in COG categories such as U, C, F, N and J (Fig. 2a). Among the 120 PS-associated genes, 110 encode proteins, among which 85 encode proteins with annotated function. Over half of such genes (48 of 85) encode subunits of known protein complexes.

Protein complexes are frequently encoded as operons in bacterial genomes, thus it is possible that PSs are linked to operon-based gene regulation. To test this hypothesis, the relative positions of PSs in operons genome-wide were determined. An operon map was produced by integrating the primary transcriptional starts from our experimentally determined TS map with the *in silico* predicted *C. cellulolyticum* operons in DOOR (Database of prOkaryotic OpeRons^30^), followed by testing the contiguity of primary transcripts across all intergenic regions using our RNA-Seq data. This first experimentally determined operon map in cellulolytic *Clostridium* spp. consists of 1,810 operons (harbouring 3,569 genes; Supplementary Data 4), among which 1,062 (58.7%) are monocistronic and 748 (41.3%) are polycistronic, with 380, 157, 90 and 121 operons harbouring two, three, four and over four genes, respectively. Overlaying the operon structures onto the gene-specific transcript level landscape revealed differential TA among the genes within operons. For example, 188 and 116 of the 748 poly-cistronic operons, respectively, exhibited the ‘Down' and the ‘Flat' patterns that are consistent with natural polarity^17^, and 210 showed reversed polarity and exhibited the ‘Up' pattern, whereas 213 exhibited ‘Complex' patterns that feature non-linear relationship between the order of a gene and its transcript level (Supplementary Data 4).

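Of the 748 polycistronic operons, 720 had every gene measured, and consecutive genes were compared by the log2 ratio of their mean RPKM over the 6 Hyb libraries with the threshold of 0.5. The Down pattern was found in 205 operons, the Flat pattern in 211, the Up pattern in 184 and the Complex pattern in 120. Complex operons were long. None of the 363 operons of 2 genes was Complex, since a single step cannot both rise and fall, against 23 of 153 operons of 3 genes (15.0%), 27 of 86 operons of 4 genes (31.4%) and 70 of 118 operons of 5 or more genes (59.3%). Exo levels of the same operons gave 379 Down, 130 Flat, 83 Up and 128 Complex patterns. The counts of Flat and Complex operons moved most with the rule. With a threshold of 1, 420 operons were Flat and 39 Complex, and when Down and Up required every step to fall or rise, 112 were Down, 119 Up and 278 Complex.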

Via this operon map, the 155 PSs were mapped into 93 operons (among which 75 are poly-cistronic operons; Supplementary Data 4). Based on their physical positions relative to the coding regions in an operon, the PSs can be classified into three categories (Fig. 2b and Supplementary Data 3): (i) cPSs (‘coding PSs'; 59 in total), which are positioned internally within annotated CDS; (ii) uPSs (‘UTR PSs'; 24), which are located at the 5′-UTR of operons; (iii) iPSs (‘intergenic PSs'; 72), which are located at intergenic regions and can potentially guide cleavages that physically uncouple genes encoded on a polycistronic mRNA. 

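Genes with an iPS or a cPS fell most. Of 54 measured genes with an iPS, 53 were lower in Exo and none was higher (median log2 difference −2.35), and of 49 with a cPS, 48 were lower and none was higher (median −2.19). Of 19 measured genes with a uPS, 12 were lower and 2 higher (median −1.33). The median of the 2789 genes without a listed PS was −0.58. Set against all other genes with camera at a preset correlation, the iPS genes (adjusted p = 4.1e-10) and the cPS genes (adjusted p = 5.0e-10) stood apart and the uPS genes did not (adjusted p = 0.33). With an estimated correlation, adjusted p was 0.36, 0.36 and 0.72. Some genes carry sites of more than 1 class, and all were listed by the study from these libraries. The classes were not matched by place in the operon. In PS-free operons of at least 4 genes, the mean difference was −0.13 at the first place, −1.39 at the third and −1.63 at the fourth. The gaps between the classes and the genes without a PS can thus hold an effect of place.

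**Figure D1:**
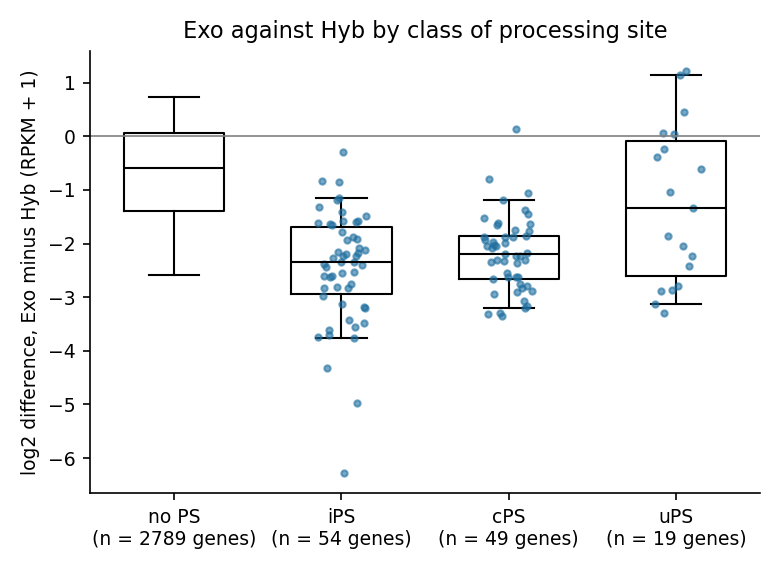
Log2 difference in RPKM + 1 between Exo and Hyb, averaged over 6 cultures, for genes without a listed PS and for genes with an iPS, a cPS or a uPS. Boxes span the quartiles with the median as a line, whiskers end at the outermost genes within the 5th to 95th percentile, and points are single genes of the PS classes. The medians are −0.58 (no PS), −2.35 (iPS), −2.19 (cPS) and −1.33 (uPS).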

Interestingly, operons with ‘Complex' patterns (13.2% of them) are much more likely to harbour iPSs than those with the other patterns (2.7% of them in Down, 0.9% in Flat and 3.8% in Up). Thus, the iPSs (but not uPSs or cPSs) are specifically associated with complex operons (*P* value<0.0001; hypergeometric test; Fig. 2c).

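Operons with an iPS were Complex in 20 of 41 cases, and operons without one in 100 of 679 (odds ratio 5.51, Fisher's exact test, two-sided, p = 8.1e-07). An iPS was listed in 16.7% of the Complex operons, 3.90% of the Down, 2.37% of the Flat and 4.35% of the Up operons. Operons with an iPS had a median of 5 genes and a median RPKM of 501, and the other operons 2 genes and 63.7. When the iPSs were permuted among operons with the same number of genes, 17.5 Complex operons with an iPS came about by chance, against the 20 observed (permutation test, two-sided, p = 0.40). Among operons of at least 3 genes, the odds ratio was 2.76 (Fisher's exact test, p = 0.0049). Among the 71 PS-harbouring operons alone, it was 2.22 (Fisher's exact test, one-sided, p = 0.089) with the patterns found here. With the patterns listed in Supplementary Data 4, it was 18 in 72 operons (Fisher's exact test, one-sided, p = 1.0e-06).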

Intriguingly, 69.4% of the iPSs are located either upstream or downstream of the 37 genes that exhibit the highest transcript level among all genes in their respective operons. 

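Of the 72 iPSs, 64 lie in polycistronic operons with every gene measured. For 38 of them (59.4%, 95% Clopper-Pearson interval 46.4 to 71.5), one of the genes next to the iPS had the highest mean Hyb RPKM of its operon. When the levels were permuted within each operon, 26.3 of the 64 (41.1%) lay next to the highest gene (permutation test, two-sided, p = 0.0014). The share was 57.8% on cellulose, 64.1% on cellobiose and 60.9% on glucose. The study found the sites from reads of these same Hyb libraries, so a site may be listed more readily beside an abundant gene. The permutation does not allow for that. In the Exo libraries, 17 of the 64 iPSs (26.6%) lay next to the highest gene, fewer than by permutation (p = 0.011). The study listed the iPSs for fewer reads in these Exo libraries, so this value is not independent of that choice. The iPSs lay next to 31 different highest genes, and 25 of these (80.6%) were not the first gene of their operon. If any gene of these operons could be the highest, 74.5% would not be the first.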

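In the F-type ATPase operon, Ccel_0267 had the highest RPKM in all 6 Hyb libraries, with 4917 ± 1752 (SD, n = 6). In Ccel_0314 to Ccel_0318 the last gene, Ccel_0318, had 4344 ± 1725 and was highest in 4 of 6 libraries. Ccel_0670, the last gene of its operon (983 ± 304), rpsP (Ccel_0710, the gene of ribosomal protein S16, 3617 ± 1076) and Ccel_1406 (445 ± 280) were each highest in 6 of 6, as was dnaK (Ccel_1798, the gene of the chaperone DnaK, 2951 ± 2244). The mean fold of each over the highest of the other genes of its operon was 4.40 ± 1.45 for Ccel_0267, 2.05 ± 1.16 for Ccel_0318, 2.61 ± 1.94 for Ccel_0670, 4.12 ± 0.75 for rpsP, 7.93 ± 4.90 for Ccel_1406 and 1.56 ± 0.39 for dnaK (SD, n = 6). Each of these genes fell in Exo by more than the first gene of the same operon. Other later genes fell too, such as Ccel_1794 of the dnaK operon from an RPKM of 643 ± 307 to 100.1 ± 55.7 (SD, n = 6), so the fall is not shown to be particular to the highest genes. The log2 difference between Exo and Hyb was −3.47 ± 0.74 for Ccel_0267 against −0.04 ± 0.09 for Ccel_0265, −2.82 ± 0.69 for Ccel_0318 against 1.09 ± 0.10 for Ccel_0314, and −2.98 ± 0.69 for Ccel_0670 against 0.08 ± 0.24 for Ccel_0667 (mean ± SD, n = 6 cultures). It was −4.32 ± 0.75 for rpsP against 0.18 ± 0.41 for Ccel_0708, −3.55 ± 0.75 for Ccel_1406 against −0.69 ± 0.45 for Ccel_1405, and −3.43 ± 0.62 for dnaK against −0.38 ± 0.36 for Ccel_1800. All 6 of these genes were lower in Exo (limma adjusted p from 2.3e-04 to 3.3e-04), and they were the highest of their operon in 1, 0, 0, 0, 2 and 0 of the 6 Exo libraries, in the same order.

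**Figure D2:**
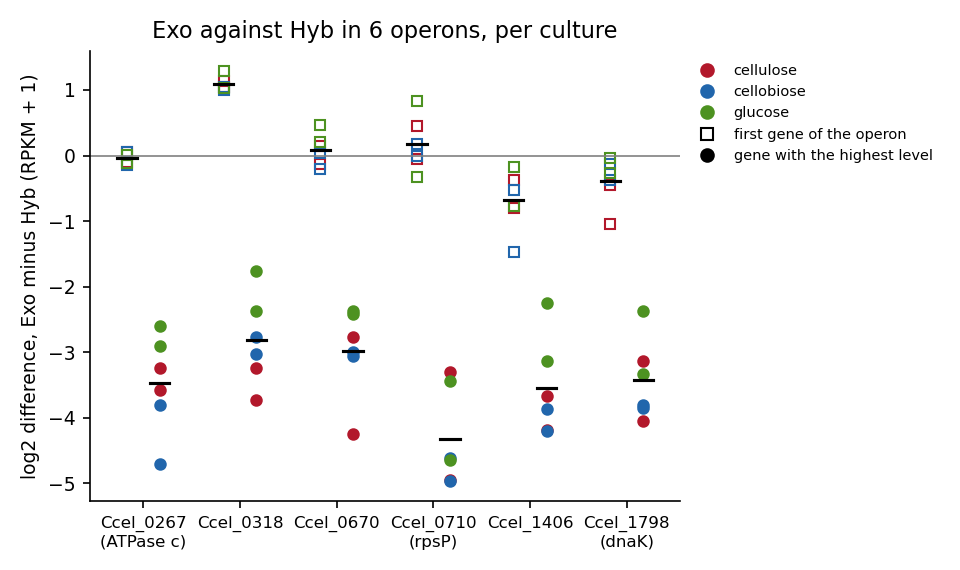
Log2 difference in RPKM + 1 between Exo and Hyb in each of 6 cultures, coloured by carbon source, for the first gene (squares) and the gene with the highest mean Hyb level (circles) of 6 operons, with black lines at the means. The highest genes lie between −4.97 and −1.76, and the first genes between −1.47 and 1.29.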

Over two-third (26) of these 37 genes are located in the middle or 3′ terminal of their respective operons (six examples shown in Fig. 3 and Supplementary Data 3). Six of such genes were selected as template for preparation of Digoxigenin (DIG)-labelled probes for northern blot, which validated the existence of iPSs in the transcripts of these operons (Fig. 3a–f). In each of the operon, a monocistronic transcript of the target gene in its corresponding size was respectively detected; in addition, other transcripts with sizes consistent with the location of PS were detected, supporting cleavage of the primary transcript into various transcripts harbouring the target gene at the PSs. Furthermore, the highest transcript level of the target gene was confirmed for each of the operon. For example, the Ccel_0265-0273 operon that encodes F-type ATPase is transcribed as a polycistronic RNA, but the third gene that encodes the *c* subunit of ATPase and harbours two iPS in its 5′ and 3′ terminals is of the highest transcript level (three- to five-folds of its flanking genes; Fig. 3a). 

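Ccel_0267, the gene of the c subunit of the F-type ATPase, lay above both flanking genes in each of the 6 Hyb libraries. Its RPKM was 5.35 ± 2.16 times that of Ccel_0266 (SD, n = 6, range 2.37 to 7.43) and 9.13 ± 3.42 times that of Ccel_0268 (range 5.17 to 14.7). An exact sign-flip permutation test of either log2 ratio gave p = 0.03125, two-sided, the smallest that 6 libraries allow. By carbon source, the folds over Ccel_0266 and Ccel_0268 were 6.86 and 11.8 on cellulose, 6.44 and 9.94 on cellobiose, and 2.74 and 5.67 on glucose (means of 2 cultures). The first gene, Ccel_0265, had a mean RPKM of 887 and the last, Ccel_0273, 995. In the Exo libraries Ccel_0267 was 0.92 ± 0.30 times Ccel_0266 and 5.26 ± 2.69 times Ccel_0268.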

The observed ratio of transcript level is likely biologically significant as it is consistent with reported stoichiometry of the protein complex where the relative dose of the eight subunits (alpha, beta, gamma, delta, epsilon, *a*, *b* and *c*) is 3:3:1:1:1:1:2:10 (ref. 31). Therefore, the iPSs are potentially implicated in the observed complex abundance ratio of processed transcripts within an operon.

### Role of iPSs and their associated stem-loops

To probe the role of iPSs in processing of polycistronic mRNA, RNA secondary structure of PS-proximal sequences was compared with that of random intergenic sequences using Mfold^32^ (Supplementary Data 3 and 5). The average folding free energy of sequences (Δ*G*) around PSs, at −18.75 kcal mol^−1^, is significantly lower than the control (−15.88 kcal mol^−1^). Moreover, sequences around iPSs exhibit the lowest average Δ*G* (−19.32 kcal mol^−1^; *P* value=0.0001; Student's *t*-test; Fig. 4a). However, only the average Δ*G* of 3′iPS-proximal sequences (−23.45 kcal mol^−1^), but not that from 5′iPSs (−16.19 kcal mol^−1^), is significantly lower than the control (*P* value<0.0001; Student's *t*-test; Fig. 4b).

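Folded with RNAfold, the 100-nt sequences around the 155 PSs had a mean folding energy of −17.7 ± 5.93 kcal mol-1 (SD), against −14.8 ± 5.69 for the 193 control sequences of Supplementary Data 5 (permutation test, two-sided, p = 2.0e-05). Sequences around the 72 iPSs had −18.2 ± 6.55 (p = 4.0e-05), those around the 59 cPSs −17.6 ± 4.74 (p = 5.7e-04) and those around the 24 uPSs −16.2 ± 6.55 (permutation p = 0.26). Their GC content, at 32.6% for the PSs and 33.2% for the controls, was alike. The folding energies printed in Supplementary Data 3 and 5 had means of −18.8 for the PSs, −19.3 for the iPSs and −15.9 for the controls, and they correlated with those of RNAfold across the sequences (r = 0.98).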

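The 30 sequences around 3′iPSs had a mean folding energy of −22.8 ± 7.12 kcal mol-1 (SD) in RNAfold, below the control (permutation test, two-sided, p = 1e-05, the smallest that 100000 draws can give). The 42 around 5′iPSs had −15.0 ± 3.48 and did not differ from the control (permutation p = 0.85). The end of each iPS was set here from the strands of the site and of its operon. The numbers of 3′iPSs, 5′iPSs and controls differ slightly from those of the paper. The 3′iPS sequences lay −7.85 kcal mol-1 below the 5′iPS sequences (permutation p = 1e-05, again the smallest possible). Their GC content was lower, at 29.9% against 32.1%.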

For 45.8% of the iPSs, a putative stem-loop structure (33 in total) was found within 100 bp from the iPS, with their Δ*G* ranging from −6.6 to −31.8 kcal mol^−1^ (Fig. 4c and Supplementary Data 3). Among the predicted stem-loops, 27 are associated with 3′ iPSs, whereas only 6 are associated with 5′ iPSs. This could explain the significantly lower average Δ*G* from 3′PS-proximal sequences than the 5′PS-proximal sequences.

Sequence analysis suggested that majority of the 33 iPSs stem-loops are likely not the classical rho-independent transcriptional terminators. First, only 5 of the 33 are followed by a run of U residues, which is a distinct feature of the rho-independent terminator^33^; the majority (that is, 28 of the 33) do not carry the feature. 

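Each of the 7 stem-loops predicted as rho-independent terminators lies behind a gene whose downstream neighbour in the same operon had an RPKM above 0 in all 6 Hyb libraries. Downstream levels ranged from 1.56% of the upstream gene (Ccel_0299 behind Ccel_0298, 5.65 ± 1.58 against 362 ± 88.6, SD, n = 6) to 35.4% (Ccel_0703 behind Ccel_0702, 28.5 ± 14.3 against 80.5 ± 47.9). Behind the stem-loop at 851761 of cel9E (Ccel_0732), Ccel_0733 stood at 6.70% of cel9E. The other 4 downstream genes, Ccel_0399, Ccel_0779, Ccel_1727 and Ccel_1767, stood at 15.6%, 21.3%, 7.36% and 9.48% of their upstream genes.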

Second, 7 of the 33 were predicted as potential rho-independent terminators by TransTermHP^34^ (including the two followed by a run of U residues); however, the genes downstream of each of these seven stem-loops in the same operon were still transcribed, which argues against their role as rho-independent terminators.

Intriguingly, the presence of such 3′PS-proximal stem-loops is strongly associated with the higher transcript level of their associated genes. For example, five genes that harbour 3′PS stem-loops (Ccel_0267, *rpsP*, Ccel_0711, Ccel_1406 and *dnaK*; Fig. 4d) each exhibited the highest transcript level among all genes in their respective operons (Fig. 3). Moreover, the transcript-abundance ratios between processed transcripts harbouring 3′iPS stem-loops and their 3′iPS flanking transcripts were negatively correlated with Δ*G* of the stem-loops involved (*r*=0.44; Fig. 4c). 

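Of the 27 genes with a 3′iPS stem-loop, 26 had a higher mean Hyb RPKM than the next gene of the operon, with a median log2 ratio of 2.67 and a range from −0.01 (Ccel_0772 over Ccel_0773) to 5.77 (Ccel_0298 over Ccel_0299). In the same 22 operons, the log2 ratio of a gene to its downstream neighbour was 2.41 ± 1.55 (SD, n = 27) across a stem-loop and −0.24 ± 0.89 (n = 98) elsewhere (permutation test, two-sided, p = 1e-05, the smallest that the draws can give). Neighbouring pairs share a gene, whose high level raises its own ratio and lowers that of the pair before it. The test takes the pairs as independent, so its p-value may be too small. Of the 27 genes, 18 had the highest level of their operon (66.7%, 95% Clopper-Pearson interval 46.0 to 83.5), against 4.87 when levels were permuted within operons (p = 1e-05). This permutation does not allow for sites being listed more readily beside genes with many Hyb reads. In the Exo libraries, 6 of the 27 (22.2%) were the highest (permutation p = 0.60), and the mean log2 ratio across a stem-loop was 1.85 ± 1.64, smaller than in Hyb for 18 of 27 (permutation test of the paired difference, p = 0.0043). The iPSs were listed for fewer reads in Exo, so these Exo values are not independent of that choice.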

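The stem-loop of Ccel_0267 lies at position 296251 of the genome, with a printed folding energy of −25.0 kcal mol-1, and the log2 ratio of its mean Hyb RPKM to that of the downstream gene was 2.95. For rpsP (Ccel_0710) they were 822347, −12.2 and 1.96, for Ccel_0711 822663, −18.3 and 3.23, for Ccel_1406 1710129, −28.1 and 4.28, and for dnaK (Ccel_1798) 2151829, −20.8 and 3.61. Ccel_0711 had an RPKM of 926 ± 375 (SD, n = 6). It lies behind rpsP in the same operon, reached 0.25 ± 0.05 times the level of rpsP, and was the highest gene in 0 of 6 Hyb libraries.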

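Across 27 stem-loops at 3′iPSs, the log2 ratio of the gene to the next downstream gene in mean Hyb RPKM correlated negatively with the printed folding energy (Pearson's r = −0.57, permutation p = 0.0019, and Spearman's rho = −0.49, permutation p = 0.0093, two-sided). The correlation runs across genes, which are not independent replicates. Stable stem-loops with a high ratio included those of Ccel_0298 (−24.6 kcal mol-1, log2 ratio 5.77), Ccel_1406 and cel48F (Ccel_0729, −31.8, 3.53), and weak ones with a low ratio those of Ccel_1628 (−6.6, 0.26) and Ccel_0933 (−6.7, 0.64). Others went against the trend, such as Ccel_0626 (−19.1, 0.12), Ccel_0772 (−17.5, −0.01) and Ccel_1045 (−22.8, 1.31), stable with a low ratio, and Ccel_1768 (−11.4, 3.37), weak with a high one. Without the 2 stem-loops farthest from the median energy, r was −0.52 (permutation p = 0.0085). With Exo levels r was −0.18 (permutation p = 0.37). From these observations together, the high levels of genes with 3′ stem-loops among them, the paper proposes that the 3′ end gives the main protection of processed transcripts, in that more stable stem-loops would raise their abundance.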

Altogether, these observations suggested that main protection for the processed transcripts is due to their 3′ end, in that higher stability of stem-loops as determined by the 3′end sequence would promote higher abundance of the associated processed transcripts. Thus, these stem-loops are potentially the mechanistic link between iPSs and the observed complex ratio of processed transcripts derived from an operon.

### Regulation of cellulosome stoichiometry

The *cip-cel* cluster was employed as a model to probe the physiological role of such mechanisms underlying the differential transcript level intraoperon. It harbours 12 genes that encode the major cellulosomal subunits^35^: the scaffoldin (Ccel_0728), 4 CAZymes (Ccel_0729-0732), an unknown protein (Ccel_0733) and then another 6 CAZymes (Ccel_0734-0740; Fig. 5a). 

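In the 6 Hyb libraries, cel48F (Ccel_0729) stood at 110.2 ± 29.1 (SD, n = 6) on a scale with cipC (Ccel_0728), the scaffoldin gene, at 100, and cel9E (Ccel_0732) at 38.1 ± 6.76. The other genes of the operon stood far lower, at 8.61 ± 4.66 for cel8C (Ccel_0730), 8.09 ± 3.32 for cel9G (Ccel_0731), 5.02 ± 4.22 for orfX (Ccel_0733) and 3.91 ± 2.75 for cel9H (Ccel_0734). Further along were cel9J (Ccel_0735) at 2.02 ± 1.23, man5K (Ccel_0736) at 2.65 ± 2.44, cel9M (Ccel_0737) at 2.22 ± 1.11, rgl11Y (Ccel_0739) at 3.19 ± 2.21 and cel5N (Ccel_0740) at 4.66 ± 4.19. Taken as a ratio of the mean RPKM, these 5 stood at 1.30, 1.41, 1.51, 1.93 and 2.21, in the same order. On that measure orfX stood at 2.68, cel9H at 2.48, cel8C at 8.10, cel9G at 8.27, cel9E at 40.0 and cel48F at 94.4. The lowest of cipC, cel48F and cel9E was 4.96 ± 2.04 times the highest of the other genes (range 3.07 to 8.25 over the libraries). cel48F lay below cipC in both cellulose libraries (0.75 and 0.88 times) and above it in the 4 cellobiose and glucose libraries (1.10 to 1.60 times). An exact permutation test of this ratio between carbon sources gave p = 0.20. With 3 groups of 2 libraries that test cannot go below 0.067, so it could not pass the threshold and does not decide. The mean of man5K was raised by 1 library, glucose Hyb 2, at 7.44 against 0.86 to 2.94 in the others. In the Exo libraries cel48F stood at 163 ± 49.4 and cel9E at 44.5 ± 7.75, and the lowest of the 3 genes was 1.99 ± 0.91 times the highest of the others.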

The mRNA-Seq data revealed that under all the three carbon sources tested these 12 genes exhibit highly skewed TA (a ratio of 100:110.2:8.6:8.1:38.1:5.0:3.9:2.0:2.6:2.2:3.2:4.7; Fig. 5b), where the observed transcript level of the first (Ccel_0728, encoding the scaffoldin CipC), second (the Cel48F-encoding Ccel_0729, an exoglucanase of GH48) and fifth (the Cel9E-encoding Ccel_0732, an endoglucanase of GH9) genes were far higher than (>5 times of) the other genes in the cluster (these results were validated by quantitative PCR (qPCR); Fig. 5b). Interestingly, this ratio is independent of the carbon sources, as demonstrated by the high correlation among the ratios measured under cellulose, cellobiose and glucose (*r*^2^ ranged from 0.868–0.989; Supplementary Table 2). Such a highly skewed transcript ratio in the *cip-cel* cluster has functional implications, as it was correlated with the relative abundance of the encoded proteins (*r*^2^=0.560; Supplementary Fig. 3) and was consistent with observation that CipC, Cel48F and Cel9E are the most abundant proteins in purified *C. cellulolyticum* cellulosome^23^,^26^,^36^. Therefore, a mechanism that regulates the stoichiometry of cellulosome should be present.

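The mean ratios of the 12 cip-cel genes correlated between carbon sources with r2 = 0.900 (cellulose and cellobiose), 0.957 (cellulose and glucose) and 0.983 (cellobiose and glucose). Between the replicates of 1 carbon source r2 was 0.989 on cellulose, 0.959 on cellobiose and 0.996 on glucose, so that the first 2 values lie below all replicates. The values run across genes, which are not independent replicates. On log2 ratios those between carbon sources were 0.949, 0.941 and 0.959, and without cipC 0.922, 0.970 and 0.983, in the same order. cel48F (Ccel_0729) stood at 81.7 of cipC on cellulose, 135 on cellobiose and 114 on glucose, and cel9E (Ccel_0732) at 42.3, 30.3 and 41.6. Of the lower genes, cel5N (Ccel_0740) stood at 1.84, 2.37 and 9.78 and man5K (Ccel_0736) at 1.17, 1.59 and 5.19. An exact permutation test of each of 11 ratios between the carbon sources gave a lowest p of 0.067 (adjusted p = 0.18), the smallest that 3 groups of 2 libraries allow, so a difference could not pass the threshold. From the high correlation the paper concludes that the ratio is independent of the carbon source.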

Our mRNA-Seq data revealed that all genes in the *cip-cel* cluster were transcriptionally linked, suggesting formulation of the cluster as a single operon (Fig. 5c). The TS map revealed that the cluster only harboured one TS located 643 bases upstream from the ATG codon of the first gene (*cipC*) and included no TSs in the other intergenic regions of the cluster (Fig. 5c and Supplementary Data 2). To verify this, promoter activity of all intergenic regions of the operon was evaluated using a fluorescent reporter system, where the 5′ intergenic regions of *cipC*, *cel48F*, *cel8C*, *cel9E* and *cel9J* were, respectively, fused to the reporter gene *fbfp* and separately transformed into *C. cellulolyticum* for measurement of fluorescence during mid-log phase of growth on cellobiose. None of the intergenic regions exhibit promoter activity except for the 5′ intergenic region of *cipC* (Fig. 5d), confirming that the *cip-cel* operon was transcribed by the single promoter located upstream of the 5′ end of *cipC*.

To rule out the presence of within-CDS promoters, two genes (*cipC* and *orfX*), which are, respectively, the first gene of the highly transcribed front half (*cipC*-*cel9E*) and the poorly transcribed rear half (*orfX*-*Cel5N*) of the *cip-cel* cluster, were each disrupted by intron. In the two mutants H10ΔcipC and H10ΔorfX, the genes downstream of mutations in the cluster were not transcribed, but the control gene Ccel_0750 was (Fig. 5e). Moreover, none of the transcripts of *cip-cel* genes was detected in the H10ΔcipC strain, consistent with previous observations that a mutant with insertion mutation of *cipC* failed to express any of the *cip-cel* enzymes^37^,^38^. Thus, the 12-gene cluster is a single transcriptional unit. Together, these results ruled out contribution of any TSs to the highly skewed transcript landscape in the *cip-cel* cluster.

On the other hand, dRNA-Seq suggested that the primary *cip-cel* transcript harbours at least five PSs: one uPS (upstream of *cipC*) and four iPSs (between *cipC* and *cel48F*, *cel48F* and *cel8C*, *cel9G* and *cel9E*, *cel9E* and *orfX*, respectively; Fig. 5c and Supplementary Data 3). 

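Ccel_0728 to Ccel_0740 were measured, and 12 of these 13 genes were lower in Exo than in Hyb, while Ccel_0738 did not pass the test (limma, adjusted p under 0.05, also when adjusted over the list alone). Against all other genes, the list passed camera with a preset correlation (adjusted p = 0.0089) and not with an estimated one (adjusted p = 0.36). The operon holds PSs that the study listed from these libraries, so this is not independent evidence of the direction. The largest falls were those of cipC and cel9E, followed by cel48F and orfX. The value of orfX rests on few reads, with 3 and 1 in the cellobiose Exo libraries and 2 and 1 in the glucose Exo libraries. The log2 difference was −2.89 for cipC (Ccel_0728, RPKM 1700 ± 1846 in Hyb and 186 ± 198 in Exo, SD, n = 6, standard error 0.13, limma adjusted p = 2.3e-04), −2.35 for cel48F (Ccel_0729, standard error 0.11, limma adjusted p = 2.3e-04) and −2.63 for cel9E (Ccel_0732, standard error 0.17, limma adjusted p = 2.8e-04). It was −1.69 for cel8C (Ccel_0730), −1.58 for cel9G (Ccel_0731), −2.35 for orfX (Ccel_0733) and −1.83 for cel9H (Ccel_0734). Toward the end of the operon it shrank to −0.89 for rgl11Y (Ccel_0739, limma adjusted p = 0.0029) and −0.79 for cel5N (Ccel_0740, limma adjusted p = 0.0030), which was lower in 5 of 6 cultures. These 2 genes lost the call under every other scaling, and under quantile normalization their log2 differences were 0.12 and 0.16. Under that scaling 6 of the 13 genes were lower, and 9 after scaling by the median of ratios. Ccel_0738, which the paper leaves out of its 12 genes, had −1.27 (standard error 0.84, limma adjusted p = 0.23) and fell in 3 of 6 cultures.

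**Figure D3:**
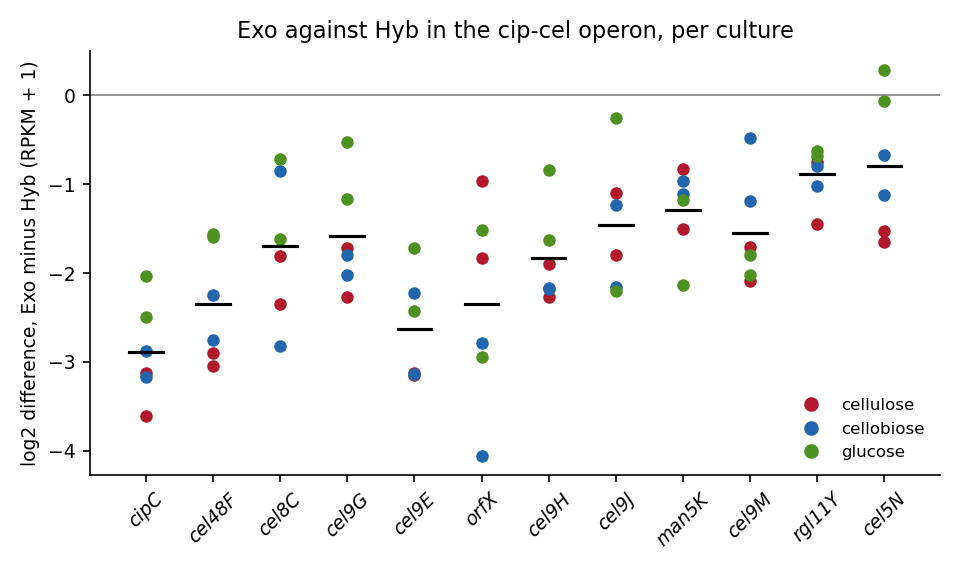
Log2 difference in RPKM + 1 between Exo and Hyb in each of 6 cultures for the 12 cip-cel genes in the order of the operon, coloured by carbon source, with black lines at the means. The means run from −2.89 for cipC to −0.79 for cel5N.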

Northern blotting with probes, respectively, targeting *cipC*, *cel48F* and *cel9E* revealed that (Fig. 5f), besides the monocistronic transcripts of *cipC* (4.9 kb), *cel48F* (2.3 kb) and *cel9E* (2.8 kb), polycistronic transcripts of approximately 7.6, 8.7 and 14 kb were detected, agreeing with the expected sizes of the *cipC-cel48F*, *cel48F-cel9E* and *cipC-cel9E* portions of the operon (Fig. 5f). Interestingly, one stem-loop was located downstream of each of *cipC*, *cel48F*, *cel9G* and *cel9E* (Supplementary Fig. 4a), which might underlie their much higher TA than their flanking genes (which are free of stem-loops).

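Supplementary Data 3 places 4 stem-loops in the cip-cel operon. The stem-loop at position 842939 of the genome (−23.9 kcal mol-1) lies between cipC and cel48F, at the 5′ end of cel48F, and that at 845251 (−31.8) between cel48F and cel8C. The stem-loop at 849042 (−13.2) lies between cel9G and cel9E, and that at 851761 (−26.3) between cel9E and orfX. In mean Hyb RPKM, cel48F (Ccel_0729, 1604 ± 1533, SD, n = 6) lay above cel8C (Ccel_0730, 138 ± 210) by a log2 ratio of 3.53, and cel9E (Ccel_0732, 680 ± 828) above orfX (Ccel_0733, 45.5 ± 44.8) by 3.87. No such step down followed the other 2 stem-loops. The levels of cipC and cel48F were close to each other, and cel9G (Ccel_0731, 141 ± 211) lay below cel9E.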

To probe this hypothesis, an experiment testing *in vivo* role of the stem-loops was designed, where three 92- to 231-bp-long genomic segments each located in one of the three regions below were amplified: (i) 5′-UTR region of *cipC* (UTR_cipC_, including a secondary structure with ΔG of −22.2 kcal mol^−1^ and uPS 838189; 231 bp), (ii) intergenic region between *cipC* and *cel48F* (IR_cipC-celF_, including a stem-loop with ΔG of −24.3 kcal mol^−1^ and iPS 842939; 116 bp) and (iii) intergenic region between *cel9G* and *cel9E* (IR_celG-celE_, including a stem-loop with Δ*G* of −14.1 kcal mol^−1^ and iPS 849042; 92 bp). Each of the three segments was then, respectively, inserted between the reporter genes *fbfp* (encoding a green fluorescence protein) and *mcherry* (encoding a red fluorescence protein; Fig. 6a). The resulted artificial operons (or the control, where no segments were inserted) were then separately introduced into *C. cellulolyticum*.

In northern blotting, two probes were designed to detect transcripts that, respectively, harbour *fbfp* and *mcherry*. Only a single 1.2-kb band from the control (which harbours no PSs) was detected by both probes (Fig. 6b), consistent with the expected size of bicistronic transcript of *fbfp-mcherry*. In addition to the full-size band of the biocistronic transcript, monocistronic transcripts of *fbfp* and *mcherry* with their predicted sizes were also detected in each of the three artificial operons that carry PS sequences (Fig. 6b), suggesting occurrence and positions of the RNA processing as predicted. Thus, the predicted PSs in each of the three segments were functional.

Moreover, qPCR revealed that the relative TA of *fbfp* was 66% lower than that of *mcherry* for IR_celG-celE_ (*P* value<0.0001; Student's *t*-test), but not for UTR_cipC_ and IR_cipC-celF_ (Fig. 6c). This was consistent with the observation in the *cip-cel* operon *in vivo* (Fig. 5c). Thus, the secondary structures promoted the abundance of processed transcripts, presumably by protecting the transcripts from RNase digestion.

Furthermore, as quantified via the fluorescence signals, protein abundance of *fbfp* was significantly lower than that of *mcherry* for IR_celG-celE_ (*P* value<0.01; Student's *t*-test), but not for UTR_cipC_ and IR_cipC-celF_ (Fig. 6d). Thus, for the regulated genes, relative abundance of proteins was consistent with that of transcripts, suggesting biological implication of the post-transcriptional regulation.

Interestingly, at both transcript and protein level, two observations were apparent. First, the TAs of *fbfp* which harbours a free 3′ end are distinct among the three strains, however, that of *mcherry*, which harbours a free 5′ end remained unchanged (relative to that in the control), suggesting that the introduced sequences impact transcript level of their upstream gene but not their downstream gene. Second, level of the *fbfp* transcripts was correlated with Δ*G* of stem-loops (*r*^2^=0.887), with the relative TA of *fbfp* increasing from 0.39 to 1.18, whereas the Δ*G* decreasing from −14.1 to −24.3 (Fig. 6c). Together, the evidence suggested that the stem-loops can control abundance of the processed transcript of its upstream gene, that is, *cipC* and *cel9G*.

These findings, together with inter-operon regulation that we previously revealed for the 148 CAZymes in *C. cellulolyticum*^26^, allowed us to propose a post-transcriptional regulatory model for cellulosomal loci (Fig. 7). Under the control of Carbon Catabolite Repression, the *cip-cel* operon is transcribed by its sole promoter into the primary *cip-cel* mRNA^26^. Cleavage signals located in the intergenic regions are specifically recognized by endonucleases (such as RNase E or RNase Y)^39^, resulting in cleavage of the primary transcript into at least six secondary transcripts. Stability of these secondary transcripts varied widely due to their distinct terminal sequences that convey resistance to exonuclease degradation (such as PNRase, RNase II or RNase R), with the Δ*G* of stem-loop structure located at the ends of processed transcripts (such as *cipC*, *cel48F*, *cel9G* and *cel9E*) quantitatively determining the observed TA. This model explains the highly skewed ratio of TA among the *cip-cel* genes, which eventually results in the proper protein recipe (that is, profile and ratio of subunits) of cellulosomes.

### A mechanism for cellulosome evolution in *Clostridium* spp

*Cip-cel*-like clusters were also present in another six mesophilic *Clostridium* spp.: *C. papyrosolvens*, *C. sp*. BNL1100, *C. josui*, *C. termitidis*, *C. acetobutylicum* and *C. cellulovorans* (Fig. 8a). These clusters are orthologous^35^, because of similarity in structure, functional correlation of encoded proteins, orthology among most of the genes and correlation between operon organization and organismal phylogeny (Fig. 8a).

Intriguingly, orthologous stem-loops were found in the intergenic regions of these cellulosomal clusters (Fig. 8b and Supplementary Data 6). First, comparison of the profile and organization of stem-loops suggested the presence of at least eight orthologous stem-loops among the six *Clostridium* spp. (other than *C. cellulovorans*). Thus, the six clusters that harbour these orthologous stem-loops are likely controlled by SRPS, but the *C. cellulovorans* cluster. Consistent with this, genes in the *C. cellulovorans* cellulosomal cluster were found transcriptionally controlled by multiple internal promoters (for example, for the first, fifth and seventh genes, respectively)^40^.

Second, *C. acetobutylicum* features a cellulosomal cluster whose structure and sequence of the stem-loops are more similar to *C. cellulolyticum* than to *C. cellulovorans* (despite its closer phylogenetic relationship with the later; Fig. 8b,c), suggesting that the *C. acetobutylicum* cluster is likely regulated by the SRPS mechanism.. In addition to the terminator located at its 3′ terminal, the *C. acetobutylicum* cluster harbours merely two stem-loops (the lowest number among the six clusters), which are SL-1 and SL-4 orthologues and are located at 3′ terminal of the first gene (*cipA*) and the third gene (*cel5B*), respectively (Fig. 8b). These two *C. acetobutylicum* stem-loops are of the highest Δ*G* and thus the least stable among their orthologues (Fig. 8c). Moreover, in each of the other *C. cellulolyticum*-type clusters, two additional stem-loops were found in 3′ terminal of the GH48 and GH9 family genes (for example, *cel48F* and *cel9E* in *C. cellulolyticum*, which as representatives of GH48 and GH9 family cellulases are the most important in hydrolysis of crystalline cellulose^41^). Consequentially, the transcripts of *cel48F* and *cel9E* are protected, resulting in the highest transcript and protein level among the *cip-cel* genes in *C. cellulolyticum*. Thus, the *C. acetobutylicum* cluster appears to represent a primitive or dysfunctional stage of SRPS, which lacks the two key stem-loops for protection of *cel48F* and *cel9E* transcripts. This may potentially explain why this bacterium reknown for the Acetone Butanol Ethanol fermentation process is not cellulolytic, despite possession and expression of the cellulosomal cluster^42^.

Third, the stem-loops of cellulosomal loci have also been dynamic during evolution. With the intergenic sequence grew, new stem-loop structures emerged and eventually created the characteristic operon configuration that underlies SRPS. For example, the number of stem-loop grew from two (in *C. acetobutylicum*) to eight (in *C. papyrosolvens* and *C. sp*. BNL1100; Fig. 8b), whereas structure of the stem-loops became increasingly compact (that is, with fewer bulges and smaller loops; Fig. 8c), with several (for example, SL-1 and SL-6) undergoing gradual elevation in Δ*G* while others (for example., SL-3 or SL-5) experiencing reduction in Δ*G* (Fig. 8b). Therefore, SRPSs, guided by gain/loss of stem-loops and elevation/reduction of their stability, have driven the evolution of cellulosomes in *Clostridium* spp.

## Discussion

Probing the mechanisms responsible for RNA processing has been challenging, mainly due to the rapid decay of most bacterial mRNAs^43^. Although several studies measuring mRNA half-lives using microarray were reported^44^,^45^,^46^, genome-wide mapping of RNA-processed sites for bacteria have not been well established. Thus, this first genome-wide TS and PS map in Gram-positive bacteria provides a framework for analysing RNA processing or delay both genome-wide and at individual loci.

Our genome-wide profiling of SPRS in the Gram-positive *C. cellulolyticum* revealed certain global features shared with that in Gram-negative bacteria. First, the PSs in *C. cellulolyticum* were assigned into over 120 gene transcripts from a wide spectrum of functional categories, similar to the global impact of endoribonuclease RNase E in *E. coli* and RNase Y in *B. subtilis* on mRNA turnover. Second, SRPS-controlling operons in *C. cellulolyticum* mostly encode protein complexes, which is consistent with the individually reported cases in Gram-negative bacteria^5^,^6^,^7^,^11^. Orthologues of several SRPS-regulated operons in *E. coli* such as the *papA-I* and *unc* operons were also found under such regulation in *C. cellulolyticum*. Third, in *C. cellulolyticum*, stem-loop structures were found near the majority of 3′ iPSs but not 5′ iPSs, which appears consistent with the presence of only 3′ to 5′ (but not 5′ to 3′) exoribonuclease activity in *E. coli*.

However, although SRPS appears to be a conserved global regulatory mechanism, Gram-positive and Gram-negative bacteria appear to employ distinct molecular machineries for SRPS, that is, the endoribonucleases (for example, RNase E in *E. coli*; RNase Y and J in *B. subtilis*) and the exoribonucleases (for example, 3′ to 5′ exoribonucleases in *E. coli*; both 3′ to 5′ and 5′ to 3′ exoribonucleases in *B. subtilis*). *C. cellulolyticum* harbours the typical Gram-positive ribonuclease genes Ccel_0605 and Ccel_1772, which are predicted to encode RNase Y and J, respectively, based on protein sequence homology. However, homologues of RNase Y and J are absent in *E. coli*^19^.

Our work suggests that the differential transcription of genes in SRPS-controlled operons is underlain by the secondary structures at the termini of processed transcripts. Although protection of RNA by stem-loop structures from exoribonucleases was reported for individual genes^14^,^47^, it was unclear whether and how the profile, position and nature of such genomic elements regulate transcriptome structure and function. Here we showed that the stem-loops are a whole-genome mechanism regulating the TA of genes encoded on polycistronic mRNA, and moreover, the degree of protection is correlated with Δ*G* of stem-loops located at their termini on a genome-wide scale. The Δ*G* of RNA secondary structures located at 3′ termini of processed transcripts was lower than those at 5′ termini, suggesting stronger protection of the 3′ termini. This bias of 3′-end protection might be linked to the observation that both 3′ to 5′ exoribonucleases (PNPase and RNase R^19^, encoded by Ccel_1707 and Ccel_2247, respectively) and 5′ to 3′ exoribonucleases (RNase J^48^, encoded by Ccel_1772) were present in *C. cellulolyticum*, where the former exhibit at least 70% higher transcript level than RNase J (Supplementary Data 1). However, not all processed transcripts are associated with stem-loops; in particular, certain high-abundance processed transcripts are free of stem-loops, suggesting presence of certain *trans*-acting factors (for example, Hfq^49^ and sRNAs^50^) that block RNase action.

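PNPase (Ccel_1707) had an RPKM of 237 ± 147 (SD, n = 6 Hyb libraries), RNase R (Ccel_2247) 84.7 ± 16.3 and RNase J (Ccel_1772) 127 ± 29.1. The PNPase gene was 1.89 ± 1.17 times the RNase J gene, or 88.6% higher, and above it in 5 of 6 libraries (exact sign-flip permutation test, two-sided, p = 0.156). Leaving out 1 library, PNPase was 55.0% (without glucose culture 1) to 113% higher (without cellulose culture 1). The ratio was 3.35 on glucose, 1.31 on cellobiose and 1.00 on cellulose (means of 2 cultures). The RNase R gene was 0.684 ± 0.159 times the RNase J gene and below it in 6 of 6 libraries (exact sign-flip permutation test, p = 0.03125, the smallest that 6 libraries allow). The endoribonuclease gene Ccel_0605 stood at 1966 ± 379. In Exo, PNPase fell to 26.3 ± 23.2 and RNase J to 22.8 ± 7.72, and PNPase was above RNase J in 3 of 6 libraries (exact sign-flip permutation test, p = 0.625). RNase R, at 49.4 ± 17.8, was 2.27 ± 0.78 times RNase J and above it in 6 of 6 libraries.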

Although processing of the *cip-cel* transcript was proposed previously employing northern blot and primer extension^51^, the existence of internal promoters cannot be excluded because of the inability to distinguish between TS and PS. Here we revealed that SRPS mechanism is a layer of transcriptional regulation for *cip-cel* operon that precisely determines the organism-specific recipe of cellulosomes. 

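The 14 genes of the xyl-doc cluster (Ccel_1229 to Ccel_1242) had low values in the Hyb libraries. Their mean RPKM ranged from 2.57 to 10.3, with a median of 4.19, against a median of 55.6 over all genes (15.6th percentile). All 84 values (14 genes in 6 libraries) were above 0, and the highest was 12.4. Ccel_1232 was the highest gene, at 10.3 ± 2.10 (SD, n = 6), with 29 to 89 reads per library, and Ccel_1234 the lowest, at 2.57 ± 2.05, with 2 to 48 reads. The cluster's median was 2.93 on cellulose, 3.15 on cellobiose and 5.90 on glucose. In the comparisons of carbon sources, 4 of the genes were measured, and 1 was lower on cellulose than on glucose (limma, adjusted p under 0.05). In the comparison of Exo with Hyb, 2 were measured and 1 was lower.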

The other large cellulosomal cluster in *C. cellulolyticum*, called *xyl-doc* (Ccel_1229-1242; encoding 14 cellulosomal hemicellulases) and not transcribed under the culture conditions tested, is predicted to be regulated in a similar manner, as it is transcribed as a single operon^52^ and harbours five stem-loop structures in its intergenic regions (Supplementary Fig. 4b). These findings, together with our previously reported ‘Cellulosome Degradome' of *C. cellulolyticum*^26^, allow us to propose a two-tiered mechanism for the global regulation of cellulolysis. Tier I, which consists of Carbon Catabolite Repression (mainly targeting cellulose-degrading enzymes) and two-component systems (primarily for hemicellulases), operates at the inter-operon level and controls differential transcription among cellulolytic operons^26^. Tier II, enabled by SRPS, functions at the intra-operon level and regulates the relative abundance of core cellulosomal subunits encoded within individual operons. Under the carbon substrates tested in this study, Tier I appears to underlie the ‘transience' (that is, being substrate-specific) of the cellulosome as a complex, as suggested by the sensitivity of transcription of Tier I genes to changes in carbon substrates^26^. On the other hand, Tier II might underlie the ‘permanency' (that is, being substrate-independent, yet organism-specific) of the cellulosome, as the operon organization and the substrate-independent transcript ratio of the intra-operon genes precisely determine the relative amount of the core cellulosomal subunits encoded by the *cip-cel* cluster. Therefore, the genome-wide recipe of the Cellulose Degradome is hierarchically regulated: mobilization of a particular cellulolytic module is sensitive to specific carbon substrates at the transcriptional level, yet composition and stoichiometry within a module are precisely determined at the post-transcriptional level. The resulted recipes of cellulosomes are likely organism-specific and crucial to the respective strategy of adaptation and competition in individual cellulolytic microbes, as cellulose is frequently the only carbon sources available to them.

RNA processing was thought to be sensitive to a particular nutrient environment. Certain ligands can bind to the folding structure of 5′ leader of mRNA (known as riboswitch) to induce or inhibit RNA processing, such as the induction of the *trp* operon by tryptophan^53^ and the inhibition of *thrS* by threonine^54^ in *B. subtilis*. However, RNA processing of *cip-cel* appears to be independent from the various carbon sources tested and instead directed by intrinsic, genome-encoded signals (that is, the intergenic stem-loops). Such a distinct regulatory manner can also benefit the organism, as for many protein complexes optimal functioning *in vivo* would require a recipe that is relatively inert to environment changes.

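The Exo to Hyb difference was compared between carbon sources with limma's F test of the interaction. None of the 2900 genes passed at an adjusted p under 0.05, and 436 had an unadjusted p under 0.05. With a pseudocount of 10 on the RPKM, 35 genes passed, and with 0.1, 6. For cipC (Ccel_0728) the log2 difference was −3.37 on cellulose, −3.02 on cellobiose and −2.27 on glucose (limma adjusted p = 0.32). For cel48F (Ccel_0729) it was −2.97, −2.50 and −1.58 (limma adjusted p = 0.26), and for cel9E (Ccel_0732) −3.14, −2.68 and −2.08 (limma adjusted p = 0.45). The lowest adjusted p of the operon was that of cel5N (Ccel_0740), at −1.59, −0.89 and 0.11 (limma adjusted p = 0.23). The test has 3 residual degrees of freedom, and a difference that misses the threshold is not shown to be absent.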

The conservation and species-specificity of PS and stem-loops on the various cellulosome-producing *Clostridium* spp. genomes suggested evolution of cellulosome (and likely a much broader spectrum of protein complexes) is shaped by the number, position and nature of such genomic elements. During evolution of operons, this RNA-mediated mechanism might run in parallel or be linked to variation of diversity, origin or copy number of protein-coding genes, such as the numerous glycosyl hydrolase genes in polysaccharide-degrading loci of both Gram-positive (for example, *Clostridium* spp.^25^) and Gram-negative bacteria (for example, *Bacteroides* spp.^55^). This previously unknown driving force, further powered by combinatorial employment of these regulatory elements (such as that witnessed in *cip-cel*), should have helped creating the diversity and specialization of protein machineries in *Clostridium* spp. and other life-forms on our planet.

On the other hand, the association of iPSs with 120 *C. cellulolyticum* genes, which are from a wide spectrum of functional categories points to a general strategy to specify the stoichiometry of protein complexes and functionally related proteins *in vivo*. The key regulators discovered here, such as the stem-loops whose strength of promoting transcript-abundance is encoded by the primary sequence alone, suggest a succinct, efficient and readily adoptable approach to specify and tune the relative TA of genes within a single operon. Thus, they might find applications in design and engineering of protein-machineries, both *in vitro* and *in vivo*.

## Methods

### Strains and culture conditions

*C. cellulolyticum* ATCC35319 (H10) was cultured anaerobically in 250 ml flasks with 100 ml working volume of DCB-1 medium at 35 °C. The carbon substrates of 3.0 g l^−1^ glucose, 3.0 g l^−1^ cellobiose or 5 g l^−1^ cellulose were used in replicated cultures. A 1% (v/v) culture pre-adapted on various substrates in vials was used for inoculation.

### Pairs of Hyb and Exo libraries

Mapping of TSs and PSs requires the ability to discriminate between primary and processed transcripts^56^. The dRNA-Seq approach accomplishes the discrimination by sequencing pairs of differential cDNA libraries: one library (denoted **Hyb**) from all primary and secondary mRNA (enriched using a subtractive hybridization), and the other (denoted **Exo**) selecting for only primary transcripts (by terminator exonuclease treatment that degrades 5′P but not 5′PPP RNA)^56^. The primary and processed transcripts are distinguished by comparison between results from the two methods, as a transcript that has undergone processing would be characterized by a much lower level of transcript under Exo than under Hyb, whereas a transcript without undergoing processing would feature equivalent transcript level between the two libraries. In addition, locations of the start of a primary transcript are indicated by an elevated and sharp 5′ flank under both Exo and Hyb, whereas the post-transcriptional processed sites are indicated by an elevated and sharp 5′ flank under Hyb yet a much lower transcript level in the downstream flanking regions under Exo.

Total RNA was isolated from *C. cellulolyticum* cultures harvested at the mid-log phase using RNeasy Mini Kit (Qiagen). Genomic DNA was removed by RNase-Free DNase Set (Qiagen). RNA quality was determined using Bioanalyser (Agilent) and quantified using ND-2000 (NanoDrop Technologies).

Two strategies were employed for purification of mRNA from total RNA. (i) The Hyb strategy removed 16S and 23S rRNA from total RNA using MicrobExpress Bacterial mRNA Purification kit (Ambion) according to the manufacturer's protocol with the exception that no more than 5 μg total RNA was treated per enrichment reaction. (ii) The other Exo strategy depleted the rRNA in total RNA via treatment with Terminator 5′-phosphate-dependent exonuclease (Epicentre) for 60 min at 30 °C. One unit of Terminator 5′-phosphate-dependent exonuclease per 1 μg total RNA was used. Following organic extraction (25:24:1 (v/v) phenol/chloroform/isoamyalcohol), the enriched mRNA was precipitated overnight with 2.5 volumes of an mixture of ethanol and 0.1 M sodium acetate (pH 6.5).

Depletion of 16S and 23S rRNA was confirmed by 2100 Bioanalzyer (Agilent) and gel electrophoresis before preparation of cDNA fragment libraries. RNA was reversely transcribed using random primers (Invitrogen) and Superscript III (Invitrogen). The resulted cDNA libraries were sequenced with 2 × 100-bp paired-end runs using Illumina HiSeq 2000 sequencer.

### Mapping reads to the genome

A customized computational pipeline was developed. It starts with a quality control step that removed low-quality bases located at the end of each read. Then high-quality sequencing reads were mapped to the *C. cellulolyticum* genome (GenBank: NC_011898) with SOAP^57^ (the mismatch number parameter (-v) as 2); reads that did not align uniquely to the genome or were mapped to rRNA were discarded. The transcript level of an annotated gene was quantified based on trimmed mean of *M* values via the software edgeR^58^.

### Annotation of TSs and PSs

The genome-wide TS and PS maps for *C. cellulolyticum* were annotated based on differential enrichment of reads in RNA ends (ESs) in Exo versus Hyb libraries in two biological replicates under each of the three culture conditions of glucose, cellobiose and cellulose. The annotation procedure mainly includes four steps: (i) determination of reads-start windows on the genome; (ii) identification of ES windows from all reads-start windows, (iii) calculation of the number of reads that start within a given ES window from the paired Exo and Hyb libraries, respectively; (iv) distinguishing TSs and PSs from the ESs, based on differential enrichment of reads in the ES windows from an Exo library as compared with from its paired Hyb library; (v) producing the final lists of TSs and PSs. These steps were detailed in Supplementary Methods.

### Annotation of operons and their polarity

The operons were manually annotated by combining information from four sources: (i) the regions with a continuous coverage of mapped reads; (ii) the structural integrity of polycistronic mRNA as indicated by paired-end reads; (iii) the 686 putative *C. cellulolyticum* operons as predicted by DOOR^30^ and (iv) the TS map.

The polarity of each operon was analysed by comparing the TA of consecutive genes within the operon, which classified the operons into four patterns. (i) ‘Down' pattern: the operons show natural polarity, where transcription levels of the genes progressively decrease towards the end of the operon (log_2_(TA_X_/TA_Y_)>0.5, where TA_X_ is the TA of gene X, which is proximal to the promoter and TA_Y_ refers to the gene Y, which is consecutive and downstream of gene X); (ii) ‘Flat' pattern: the expression levels of genes in an operon were approximately equimolar (−0.5≤log_2_(TA_X_/TA_Y_)≤0.5); (iii) ‘Up' pattern: the operons show reversed natural polarity, where the transcription levels of the genes progressively increase towards the end of the operon (log_2_(TA_X_/TA_Y_)<−0.5); (iv) ‘Complex' pattern: those operons that feature nonlinear relationship between the order of a gene and the transcript level of the gene.

### Functional enrichment analysis

The statistical significance of enrichment of each PS category (iPS, cPS or uPS) in the four types of operon patterns (Down, Flat, Up and Complex types of operons) was calculated as follows: for example, let ‘*N*' be the total number of operons harbouring PSs, ‘*n*' be the number of iPS-harbouring operons, ‘*M*' be the total number of PS-harbouring operons assigned to a operon pattern (such as ‘complex') and ‘*m*' be the number of iPS-harbouring operons assigned to this operon pattern. The *P*-value was estimated for enrichment of iPS harbouring operon in a operon pattern based on the hypergeometric test:

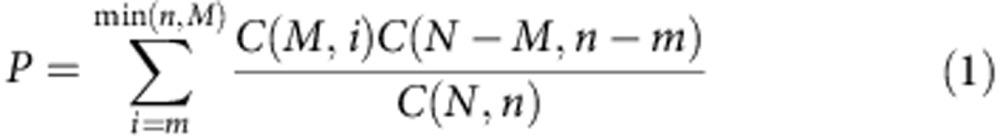

in which *C*(*x,y*) is the combinational number of choosing *y* items out of *x* items. Enrichment of COG-slim terms with *P* value≤0.05 was considered as statistically significant.

### RNA secondary structure prediction

Sequences of 100-nt long that are neighbouring PSs or non-PS intergenic region (as the control) were used for the prediction of RNA secondary structure. For a given PS, the flanking sequence of the PS was extracted, which included the 49 nt region upstream of the PS and the 50 nt region downstream of the PS. As the control sequences, non-PS intergenic region within PS-harbouring operons were extracted. For a given non-PS intergenic region, if its original length is lower than 100 nt, the sequence was extended to 100 nt in length, with 50 nt flanking the centre position of the sequence at each of the two ends; if its original length is over 100 nt, then only 100 nt of the sequence was kept, with 50 nt flanking the centre position of the sequence at each of the two ends.

As any structure of transcript termini, irrespective of its shape, might potentially protect the RNA from degradation^16^, the full RNA secondary structure of the sequences as defined above was computed using Mfold with default parameters^32^. The minimum of folding free energy (Δ*G*) of the sequences was used for further statistical analysis that compared the values and distribution of Δ*G* between the two types of sequences as defined above. Furthermore, to probe the potential role of stem-loops specifically, single-stem-loop structures of those sequences associated with iPSs were also predicted and visualized using Mfold, which were allowed to harbour no more than five mispairs within three places and were required to have Δ*G* that were lower than −5.

### Northern blot hybridization

Two micrograms of total RNA were isolated from bacterial cultures on cellobiose. The sample was analysed via electrophoreses on 1% agarose-formaldehyde gel and blotted onto a positively charged nylon membrane (Roche) using NorthernMax kit (Life Technologies). DIG-labelled DNA probes for the detection of specific transcripts were generated with a DIG labelling and detection kit (Roche) as described by the manufacturer's instructions using the oligonucleotides listed in Supplementary Data 7.

### Quantitative reverse transcription–PCR (qRT–PCR)

To validate the mRNA-Seq-based transcript quantification of genes from the *cip-cel* operon, we measured the absolute transcript copy number via qRT–PCR. The qRT–PCR was performed using the SYBR Green I on LightCycler480II using FastStart Universal SYBR Green Master (Roche) and the results normalized via abundance of 16S rRNA. The primer sets for qRT–PCR were listed in Supplementary Data 7.

### Functional analysis of iPSs and stem-loops

Intergenic regions from the *cip-cel* operon were amplified, respectively, by PCR using synthetic oligonucleotide primers (listed in Supplementary Data 7). To probe their promoter activity, the PCR products of various intergenic regions were digested with *Pst*I and *Mlu*I. The digested fragments, respectively, inserted into the *C. cellulolyticum*–*E. coli* shuttle vector pMTC6, which harbours a reporter gene *fbfp* (encoding a green fluorescence protein) coupled to the *pthl* promoter (thiolase gene promoter from *C. acetobutylicum*)^59^, resulting in the substitution of the original *pthl* promoter by the various intergenic regions from the *cip-cel* operon.

To probe the functional role of the stem-loop structure harboured by the intergenic regions from the *cip-cel* operon, a dual fluorescence reporter system was constructed by inserting the gene *mcherry* (encoding a red fluorescence protein) after *fbfp* gene in pMTC6 using *Eco*RI and *Bam*HI. In the resulted plasmid, the green-fluorescence-encoding *fbfp* and the red-fluorescence-encoding *mcherry* were expressed in a single operon, with a *Bgl*II restriction site between the two genes for introduction of a stem-loop harbouring intergenic region (Fig. 6a).

The recombinant plasmids were methylated *in vitro* with *Msp*I methyltransferase before electro-transformation of *C. cellulolyticum*^60^. The promoter activity of intergenic regions was determined via fluorescence intensity of FbFP expressed in *C. cellulolyticum* transformants as compared with the control. The degree of protection of stem-loop structure conveyed to the transcript of the neighbouring genes (in this case, the downstream gene) was quantified by comparing the fluorescence intensity of FbFP and mCherry. The averages of three biological replicates were shown.

### Analysis of mutant strains

Plasmids for targeted disruption of *C. cellulolyticum* genes were constructed from Targetron plasmid pSY6 (ref. 61). Targeting sites for disruption and the intron retargeting primers were designed with tools on http://clostron.com/ (Supplementary Data 7)^62^. The 353-bp intron targeting regions were prepared by overlap extension (SOE) PCR method using above primers and then inserted into pSY6 for targeted disruption of two genes in the *cip-cel* operon: *cipC* (mutant strain designated as ΔcipC) and *orfX* (ΔorfX). The recombinant plasmids were methylated and transformed into *C. cellulolyticum*. The mutants were validated by colony PCRs (Supplementary Data 7). Positive colonies were inoculated into fresh medium supplemented with erythromycin. Transcript level of genes in the *cip-cel* cluster (Ccel_0728-0740) in mutants grown on cellobiose and cellulose was determined by qRT–PCR as described. The wild-type strain was used as a control in all experiments.

### Phylogenetic analysis of cellulosomal loci in Clostridia

Cellulosome clusters from these six additional Clostridia species (*C. papyrosolvens*, *C. sp*. BNL1100, *C. josui*, *C. termitidis*, *C. acetobutylicum* and *C. cellulovorans*) were identified by BLAST with *e*-value cutoff of 1e-5, using the *cip-cel* operon from *C. cellulolyticum* as query. Organismal phylogeny of these seven species was derived via Maximum Likelihood methods using 16S rRNA sequences. All positions containing gaps and missing data were eliminated, which resulted in a total of 1,382 positions in the final multiple-sequence alignment. Phylogenetic analyses of the *Clostridium* spp. were conducted in MEGA5 (ref. 63).

## Author contributions

J.X., C.X. and R.H. designed the experiments; C.X., R.H., L.T., X.J. and Y.W. performed the experiments; G.C. and Q.C. contributed two of the *C. cellulolyticum* mutants (H10ΔcipC and H10ΔorfX); C.X., R.H., J.H. and J.X. analysed data; C.X. and J.X. wrote the paper.

## Additional information

**Accession codes:** The mRNA-Seq data from this article was deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) under accession number GSE57652.

**How to cite this article:** Xu, C. *et al*. Cellulosome stoichiometry in *Clostridium cellulolyticum* is regulated by selective RNA processing and stabilization. *Nat. Commun*. 6:6900 doi: 10.1038/ncomms7900 (2015).

## Supplementary Material

Supplementary Figures, Supplementary Tables, Supplementary Methods and Supplementary References Supplementary Figures 1-4, Supplementary Tables 1-2, Supplementary Methods and Supplementary References

Supplementary Data 1 The transcript level of genes under various carbon substrates in Clostridium cellulolyticum. The transcript abundance of each gene under a particular condition was determined based on trimmed mean of M values (TMM) via the software edgeR (Methods).

Supplementary Data 2 Maps of TS on the Clostridium cellulolyticum genome. The ratio of reads between Exo and Hyb libraries under three carbon sources were respectively listed, in which NA means “not available”. The TSs were grouped into three categories based on their genomic context: (i) iTSs (i.e., “intergenic” TSs), which are located at intergenic region; (ii) cTSs (i.e., “coding-region” TSs), which are within an annotated CDS on the same strand; (iii) oTSs (i.e., “orphan” TSs), which are orphans with no annotated genes in their proximity.

Supplementary Data 3 Maps of PS on the Clostridium cellulolyticum genome. The ratio of reads between Exo and Hyb libraries under three carbon sources were respectively listed, in which NA means "not available”. Based on their physical positions relative to the coding regions in an operon, the PSs can be classified into three categories: (i) cPSs (59 in total), which are positioned internally within annotated CDS. (ii) uPSs (24 in total), which are located at the 5′ UTR of operons; (iii) iPSs (72 in total), which are located at intergenic regions and can potentially guide cleavages that physically uncouple genes encoded on a single polycistronic mRNA. For each of the PSs, its associated genes were also shown. Furthermore, the PS-flanking sequences and their RNA folding energy (ΔG; kcal mol-1) were presented.

Supplementary Data 4 The experimentally determined operon map of Clostridium cellulolyticum. The TSs, numbers of operon-harboring PSs and operon transcriptional polarities (up, down, flat, complex or unknown) were listed.

Supplementary Data 5 Sequences of the non-iPS intergenic regions within PS-harboring operons.

Supplementary Data 6 Stem-loop structures identified in this study that potentially regulate protein-complex stoichiometry. In Ccel, the stem-loop structures flanking iPSs and their free energy (ΔG) were listed in the first sheet. In the second sheet, the stem-loop structures in the cip-cel-like clusters from the seven Clostridium spp. of C. cellulovorans (Cloc), C. acetobutylicum (Cace), C.papyrosolvens (Cpap), C.josui (Cjos), C. sp. BNL1100 (Cbnl), C. termitidis (Cter) and C. cellulolyticum (Ccel) were listed.

Supplementary Data 7 The list of PCR primer sets used in this study.

## Figures and Tables

**Figure 1:**
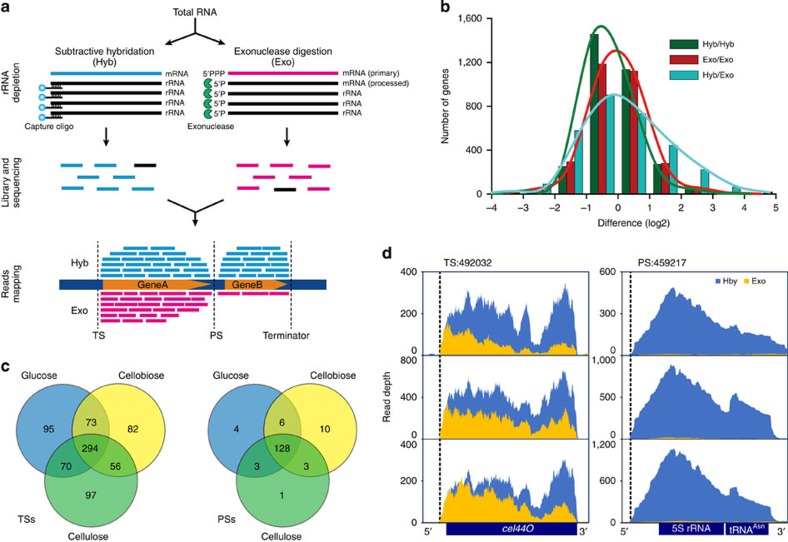
Genome-wide map of transcription start sites (TSs) and post-transcription start sites (PSs) in *Clostridium cellulolyticum*. (**a**) Two strategies were applied for purification of mRNA from total RNA (Methods). The primary and processed transcripts can be distinguished by comparison of results between the two methods. A transcript that has undergone processing would be characterized by a much lower level of transcript under Exo than under Hyb, whereas a transcript without undergoing processing would feature equivalent transcript level between the two libraries. Moreover, locations of the start of a primary transcript are indicated by an elevated and sharp 5′ flank under both Exo and Hyb, whereas the post-transcriptional processed-sites are indicated by an elevated and sharp 5′ flank under Hyb yet a much lower transcript level in the downstream flanking regions under Exo. (**b**) Histogram indicated, under cellulose, differences of transcript abundance between the two biological replicates of Hyb or Exo, or between Hyb and Exo. Compared with the symmetric distribution observed between biological replicates, the difference between Hyb and Exo exhibits dissymmetry distribution, suggesting certain genes are of lower transcript abundance in Exo than Hyb (due to the sensitivity of processed transcripts to exonuclease). (**c**) TSs and PSs identified under the culture conditions of cellulose, cellobiose or glucose. Their overlaps were showed via Venn diagram. (**d**) Transcription profiles of the primary transcript of *cel44O* and the processed transcript of 5S rRNA-tRNA^Asn^. Exonuclease treatment (Exo) shifts the *cel44O* cDNAs towards the nuclease-protected 5′ end, yielding a sawtooth-like profile with an elevated sharp 5′ flank. In contrast, the processed 5′ end of 5S rRNA is predominant in the Hyb.

**Figure 2:**
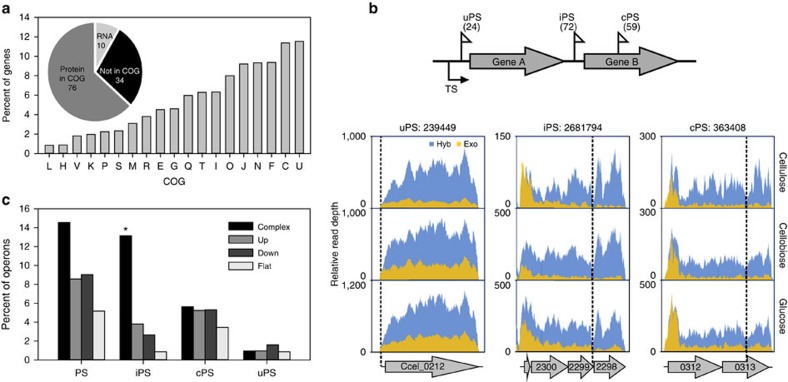
Functional analysis of genes that are associated with post-transcription start sites (PSs). (**a**) Functional profile of these genes, which include 10 RNA genes and 110 protein-coding genes. Among the 110 protein-coding genes with COG assignments^29^, 48 genes encode subunits of known protein complexes. Percentages of such genes in each COG term were shown in columns. Genes are assigned to COG terms based on function. (**b**) Top: classification of PSs based on their location in the operon: 5′-UTR (uPS), intergenic spacers (iPS) or CDS (cPS). Bottom: one example of each of uPS, iPS and cPS was shown. (**c**) Distribution of operons that harbour PSs, iPSs, cPSs or uPSs among the Down, Flat, Up and Complex types of operons. The iPSs were enriched in the Complex type of operons (*P value <0.0001, hypergeometric test).

**Figure 3:**
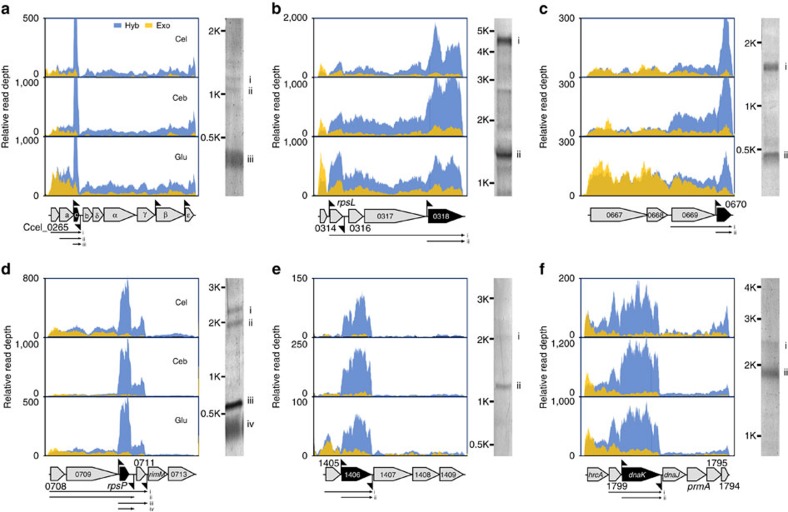
Transcription profiles of the iPS-harbouring operons of the complex type. (**a**) Ccel_0265-0273, which encodes subunits of F-type ATPase. (**b**) Ccel_0314-0318, which encodes subunits of ribosome. (**c**) Ccel_0667-0670, which encodes subunits of indolepyruvate oxidoreductase. (**d**) Ccel_0708-0713, which encodes proteins related to ribosome function. (**e**) Ccel_1406-1409, which encodes subunits related to tansporter function. (**f**) Ccel_1800-1794, which encodes proteins related to molecular chaperone function. The northern blotting results were shown next to the profiles. Location and direction of the iPSs were indicated by pennants. Black block arrows specified those genes that were selected as templates for designing northern blotting probes. Roman numerals beneath the operon indicated the transcripts with the expected length as derived from dRNA-Seq, whose corresponding bands were highlighted on the gel images of northern blotting.

**Figure 4:**
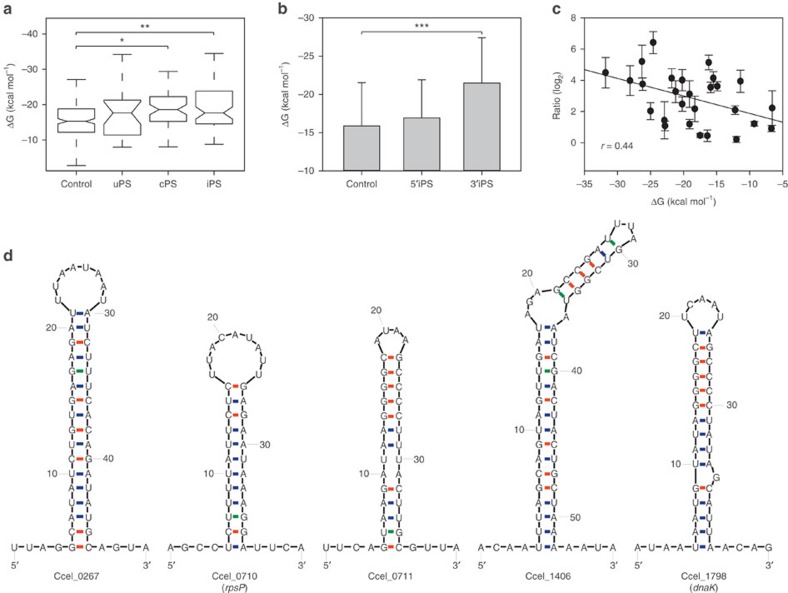
Mechanism underlying the distinct ratio in transcript abundance among the genes in ‘Complex' type operons. (**a**) The RNA folding free energy (Δ*G*) of sequences flanking uPSs (*N*=24), cPSs (*N*=59) and iPSs (*N*=72). Sequences from non-PS intergenic regions within operons were used as the control (*N*=195). *P value=0.0005; **P value=0.0001 (Student's *t*-test). (**b**) Comparison of the average Δ*G* between the 5′iPS-proximal sequences (*N*=41) and the 3′iPS-proximal sequences (*N*=31). Sequences from non-PS intergenic region within operons were as the control. Error bars indicate s.d. of mean of all sequences in each type (***P value<0.0001, Student's *t*-test). (**c**) Correlation of the degree of transcript protection with folding free energy (Δ*G*) of the 3′iPS associated stem-loops. The degree of protection was quantified by the ratio in transcript abundance between the upstream and downstream genes that flank the iPSs. (**d**) The 3′iPS associated stem-loop structures that are, respectively, located at the 3′ end of Ccel_0267, *rpsP*, Ccel_0711, Ccel_1406 and *dnaK*. These structures are found in the operons shown in Fig. 3.

**Figure 5:**
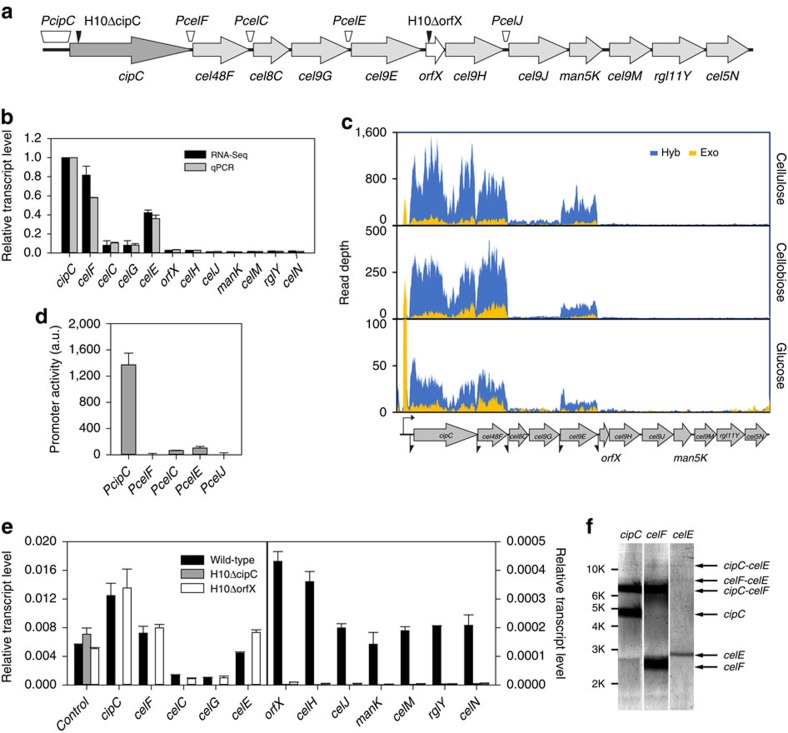
The *cip-cel* operon is regulated by the SRPS mechanism. (**a**) Organization of the *cip-cel* operon. Those regions that underwent analysis of promoter activity and those sites where insertion mutagenesis took place are indicated. (**b**) The ratio in transcript level among the 12 genes in the *cip-cel* cluster. The ratio was first measured by RNA-Seq and then validated by qPCR. (**c**) Comparison of transcriptional landscapes of the *cip-cel* operon from Hyb library and Exo library. TSs are indicated by bent arrows and iPSs by scissors. (**d**) Analysis of the promoter activity of intergenic regions of the *cip-cel* cluster using the FbFP reporter. A.U.: artificial unit. (**e**) Transcription of *cip-cel* cellulosomal genes (Ccel_0728-0740) under cellobiose in the *cipC* and *orfX* knockout mutants. The transcript levels of H10ΔcipC and H10ΔorfX and the wild-type were measured via qPCR and compared. Ccel_0750 was selected as control. In the insertion mutagenesis mutants, no transcripts derived from those genes downstream of the mutated sites in the *cip-cel* cluster were detected. (**f**) Northern blotting analysis of transcripts carrying the genes of the *cip-cel* operon. Error bars indicate s.d. of mean of experiments in triplicate.

**Figure 6:**
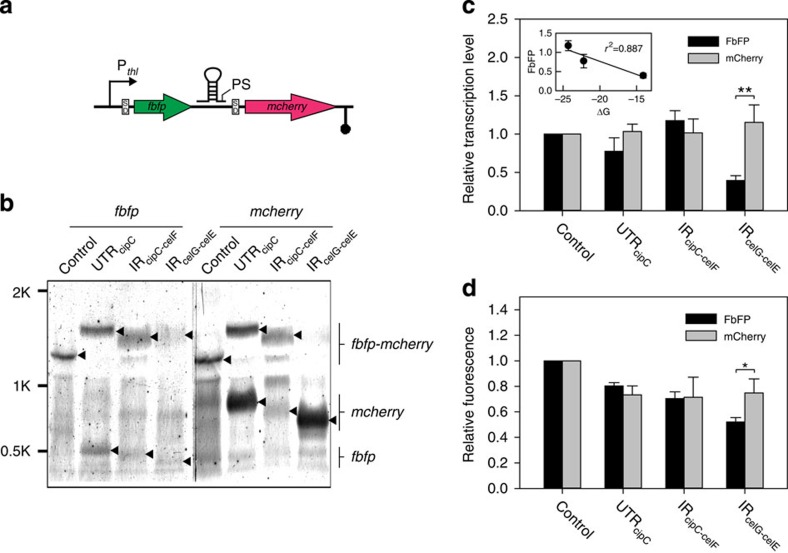
Functional analysis of iPS-proximal stem-loops located in the *cip-cel* operon via *fbfp*-*mcherry* artificial operon. (**a**) Schematic representation of the dual-fluorescence reporter system for functional analysis of stem-loop structures. (**b**) Northern blotting results that yield the size and abundance of transcripts that harboured *fbfp*, *mcherry* or both. Black triangle arrows highlight positions of bands that corresponded to the transcripts as indicated on the right side of the panel. (**c**) The relative transcription level of *fbfp* and *mcherry* as measured by qPCR. Data were normalized via the transcript level of the corresponding gene in the control, which does not harbour any iPS proximal sequences. The inset shows the strong correlation between the transcript level of FbFP and Δ*G* of the inserted stem-loops (*r*^2^=0.887). (**d**) The fluorescence intensity of FbFP and mCherry proteins as normalized by OD_600_. Data were then normalized via the fluorescence in the control. Error bars indicate s.d. of mean of experiments in triplicate (*P value<0.01, **P value<0.0001; Student's *t*-test).

**Figure 7:**
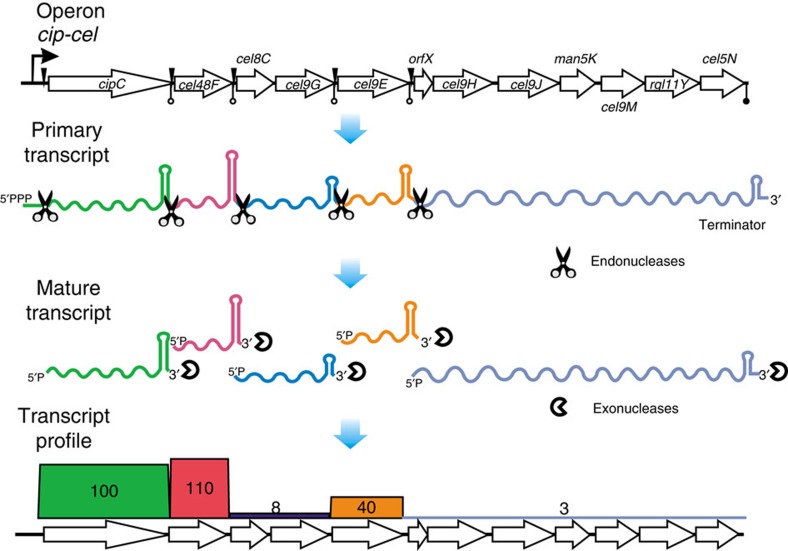
A model for regulation of the stoichiometry of cellulosomal components *in vivo*. The *cip-cel* operon is transcribed by its sole promoter and the primary transcript is cleaved into several secondary transcripts by endonucleases as defined by iPSs. However, stability of these secondary transcripts against exonuclease degradation varied due to their distinct terminal structure. The resulted distinction in transcript level among the genes result in the observation of a ‘complex' type operon and eventually lead to the proper composition and ratio of cellulosome subunits in *C. cellulolyticum*.

**Figure 8:**
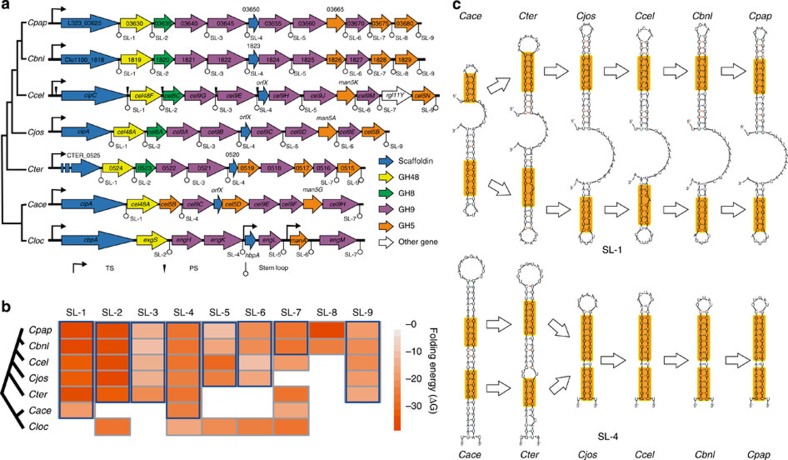
Mechanism driving the evolution of cellulosomal loci in the seven *Clostridium* spp. (**a**) Organization of the orthologous *cip-cel* loci in seven mesophilic *Clostridium* spp. that include *C. cellulovorans* (*Cloc*), *C. acetobutylicum* (*Cace*), *C .papyrosolvens* (*Cpap*), *C. josui* (*Cjos*), *C. sp*. BNL1100 (*Cbnl*), *C. termitidis* (*Cter*) and *C. cellulolyticum* (*Ccel*). Gene name, encoded function and locations of TS, PS and stem-loop structure were shown. Phylogenetic tree of the seven organisms (based on 16S sequences) was shown on the left. (**b**) Energy comparison and evolution of the stem-loop structures located in the cellulosomal loci from the seven *Clostridium* spp. Folding free energy (Δ*G*) of stem-loop structures was indicated via the depth of colour in the heat map, in which depth of coloured boxes represents the folding free energy of stem-loops. Orthologous stem-loops are marked in blue boxes. (**c**) Evolution of sequence and structure of SL-1 orthologues and SL-4 orthologues from the six *Clostridium* spp. (other than *Cloc*). Their conserved sequences were shown in orange boxes.

## References

[b1] FelixC. R. & LjungdahlL. G. The cellulosome: the exocellular organelle of Clostridium. Annu. Rev. Microbiol. 47, 791–819 (1993).825711610.1146/annurev.mi.47.100193.004043

[b2] PakrasiH. B. Genetic analysis of the form and function of photosystem I and photosystem II. Annu. Rev. Genet. 29, 755–776 (1995).882549310.1146/annurev.ge.29.120195.003543

[b3] WhiteM. M. Pretty subunits all in a row: using concatenated subunit constructs to force the expression of receptors with defined subunit stoichiometry and spatial arrangement. Mol. Pharmacol. 69, 407–410 (2006).1629371010.1124/mol.105.020727

[b4] RochatT., BoulocP. & RepoilaF. Gene expression control by selective RNA processing and stabilization in bacteria. FEMS Microbiol. Lett. 344, 104–113 (2013).2361783910.1111/1574-6968.12162

[b5] NilssonP. & UhlinB. E. Differential decay of a polycistronic *Escherichia coli* transcript is initiated by RNaseE-dependent endonucleolytic processing. Mol. Microbiol. 5, 1791–1799 (1991).194371010.1111/j.1365-2958.1991.tb01928.x

[b6] NewburyS. F., SmithN. H. & HigginsC. F. Differential mRNA stability controls relative gene expression within a polycistronic operon. Cell 51, 1131–1143 (1987).244677610.1016/0092-8674(87)90599-x

[b7] JordiB. J. A. M., DencampI. E. L. O., DehaanL. A. M., VanderzeijstB. A. M. & GaastraW. Differential decay of RNA of the CFA/I fimbrial operon and control of relative gene expression. J. Bacteriol. 175, 7976–7981 (1993).750466910.1128/jb.175.24.7976-7981.1993PMC206977

[b8] PatelA. M. & DunnS. D. RNase E-dependent cleavages in the 5′ and 3′ regions of the *Escherichia coli* unc mRNA. J. Bacteriol. 174, 3541–3548 (1992).153432510.1128/jb.174.11.3541-3548.1992PMC206039

[b9] OwolabiJ. B. & RosenB. P. Differential mRNA stability controls relative gene expression within the plasmid-encoded arsenical resistance operon. J. Bacteriol. 172, 2367–2371 (1990).218521510.1128/jb.172.5.2367-2371.1990PMC208871

[b10] CamK., RomeG., KrischH. M. & BoucheJ. P. RNase E processing of essential cell division genes mRNA in *Escherichia coli*. Nucleic Acids Res. 24, 3065–3070 (1996).876089510.1093/nar/24.15.3065PMC146031

[b11] LodatoP. B. & KaperJ. B. Post-transcriptional processing of the LEE4 operon in enterohaemorrhagic *Escherichia coli*. Mol. Microbiol. 71, 273–290 (2009).1901914110.1111/j.1365-2958.2008.06530.xPMC2782684

[b12] BelascoJ. G., BeattyJ. T., AdamsC. W., von GabainA. & CohenS. N. Differential expression of photosynthesis genes in *R. capsulata* results from segmental differences in stability within the polycistronic rxcA transcript. Cell 40, 171–181 (1985).298162710.1016/0092-8674(85)90320-4

[b13] KlugG. The role of mRNA degradation in the regulated expression of bacterial photosynthesis genes. Mol. Microbiol. 9, 1–7 (1993).769221510.1111/j.1365-2958.1993.tb01663.x

[b14] McDowallK. J., KaberdinV. R., WuS. W., CohenS. N. & Lin-ChaoS. Site-specific RNase E cleavage of oligonucleotides and inhibition by stem-loops. Nature 374, 287–290 (1995).753389610.1038/374287a0

[b15] CollinsJ. A., IrnovI., BakerS. & WinklerW. C. Mechanism of mRNA destabilization by the glmS ribozyme. Genes Dev. 21, 3356–3368 (2007).1807918110.1101/gad.1605307PMC2113035

[b16] PflegerB. F., PiteraD. J., SmolkeC. D. & KeaslingJ. D. Combinatorial engineering of intergenic regions in operons tunes expression of multiple genes. Nature Biotechnol. 24, 1027–1032 (2006).1684537810.1038/nbt1226

[b17] GuellM. . Transcriptome complexity in a genome-reduced bacterium. Science 326, 1268–1271 (2009).1996547710.1126/science.1176951

[b18] MitschkeJ., VioqueA., HaasF., HessW. R. & Muro-PastorA. M. Dynamics of transcriptional start site selection during nitrogen stress-induced cell differentiation in Anabaena sp. PCC7120. Proc. Natl Acad. Sci. USA 108, 20130–20135 (2011).2213546810.1073/pnas.1112724108PMC3250118

[b19] ArraianoC. M. . The critical role of RNA processing and degradation in the control of gene expression. FEMS Microbiol. Rev. 34, 883–923 (2010).2065916910.1111/j.1574-6976.2010.00242.x

[b20] LudwigH. . Transcription of glycolytic genes and operons in Bacillus subtilis: evidence for the presence of multiple levels of control of the gapA operon. Mol. Microbiol. 41, 409–422 (2001).1148912710.1046/j.1365-2958.2001.02523.x

[b21] DesvauxM. *Clostridium cellulolyticum*: model organism of mesophilic cellulolytic clostridia. FEMS Microbiol. Rev. 29, 741–764 (2005).1610260110.1016/j.femsre.2004.11.003

[b22] DoiR. H., KosugiA., MurashimaK., TamaruY. & HanS. O. Cellulosomes from mesophilic bacteria. J. Bacteriol. 185, 5907–5914 (2003).1452600010.1128/JB.185.20.5907-5914.2003PMC225047

[b23] FendriI. . The cellulosomes from *Clostridium cellulolyticum*: identification of new components and synergies between complexes. FEBS J. 276, 3076–3086 (2009).1949010910.1111/j.1742-4658.2009.07025.x

[b24] BayerE. A., BelaichJ. P., ShohamY. & LamedR. The cellulosomes: multienzyme machines for degradation of plant cell wall polysaccharides. Annu. Rev. Microbiol. 58, 521–554 (2004).1548794710.1146/annurev.micro.57.030502.091022

[b25] BayerE. A., LamedR., WhiteB. A. & FlintH. J. From cellulosomes to cellulosomics. Chem Rec. 8, 364–377 (2008).1910786610.1002/tcr.20160

[b26] XuC. . Structure and regulation of the cellulose degradome in *Clostridium cellulolyticum*. Biotechnol. Biofuels 6, 73 (2013).2365705510.1186/1754-6834-6-73PMC3656788

[b27] HemmeC. L. . Sequencing of multiple clostridial genomes related to biomass conversion and biofuel production. J. Bacteriol. 192, 6494–6496 (2010).2088975210.1128/JB.01064-10PMC3008519

[b28] FendriI. . Regulation of cel genes of *C. cellulolyticum*: identification of GlyR2, a transcriptional regulator regulating cel5D gene expression. PLoS One 8, e44708 (2013).2334965810.1371/journal.pone.0044708PMC3551867

[b29] TatusovR. L., GalperinM. Y., NataleD. A. & KooninE. V. The COG database: a tool for genome-scale analysis of protein functions and evolution. Nucleic Acids Res. 28, 33–36 (2000).1059217510.1093/nar/28.1.33PMC102395

[b30] MaoF. L., DamP., ChouJ., OlmanV. & XuY. DOOR: a database for prokaryotic operons. Nucleic Acids Res. 37, D459–D463 (2009).1898862310.1093/nar/gkn757PMC2686520

[b31] Deckers-HebestreitG. & AltendorfK. The Fo complex of the proton-translocating F-type ATPase of *Escherichia coli*. J. Exp. Biol. 172, 451–459 (1992).133709910.1242/jeb.172.1.451

[b32] ZukerM. Mfold web server for nucleic acid folding and hybridization prediction. Nucleic Acids Res. 31, 3406–3415 (2003).1282433710.1093/nar/gkg595PMC169194

[b33] SantangeloT. J. & ArtsimovitchI. Termination and antitermination: RNA polymerase runs a stop sign. Nat. Rev. Microbiol. 9, 319–329 (2011).2147890010.1038/nrmicro2560PMC3125153

[b34] KingsfordC. L., AyanbuleK. & SalzbergS. L. Rapid, accurate, computational discovery of Rho-independent transcription terminators illuminates their relationship to DNA uptake. Genome Biol. 8, R22 (2007).1731368510.1186/gb-2007-8-2-r22PMC1852404

[b35] DesvauxM. The cellulosome of *Clostridium cellulolyticum*. Enzyme Microb. Technol. 37, 373–385 (2005).

[b36] BlouzardJ. C. . Modulation of cellulosome composition in *Clostridium cellulolyticum*: adaptation to the polysaccharide environment revealed by proteomic and carbohydrate-active enzyme analyses. Proteomics 10, 541–554 (2010).2001380010.1002/pmic.200900311

[b37] MaamarH. . Cellulolysis is severely affected in *Clostridium cellulolyticum* strain cipCMut1. Mol. Microbiol. 51, 589–598 (2004).1475679610.1046/j.1365-2958.2003.03859.x

[b38] CuiG. Z. . Improvement of ClosTron for successive gene disruption in *Clostridium cellulolyticum* using a pyrF-based screening system. Appl. Microbiol. Biotechnol. 98, 313–323 (2014).2419049610.1007/s00253-013-5330-y

[b39] Lehnik-HabrinkM., LewisR. J., MaderU. & StulkeJ. RNA degradation in *Bacillus subtilis*: an interplay of essential endo- and exoribonucleases. Mol. Microbiol. 84, 1005–1017 (2012).2256851610.1111/j.1365-2958.2012.08072.x

[b40] HanS. O., YukawaH., InuiM. & DoiR. H. Transcription of *Clostridium cellulovorans* cellulosomal cellulase and hemicellulase genes. J. Bacteriol. 185, 2520–2527 (2003).1267097610.1128/JB.185.8.2520-2527.2003PMC152600

[b41] FontesC. M. & GilbertH. J. Cellulosomes: highly efficient nanomachines designed to deconstruct plant cell wall complex carbohydrates. Annu. Rev. Biochem. 79, 655–681 (2010).2037391610.1146/annurev-biochem-091208-085603

[b42] SabatheF., BelaichA. & SoucailleP. Characterization of the cellulolytic complex (cellulosome) of *Clostridium acetobutylicum*. FEMS Microbiol. Lett. 217, 15–22 (2002).1244564010.1111/j.1574-6968.2002.tb11450.x

[b43] BelascoJ. G. All things must pass: contrasts and commonalities in eukaryotic and bacterial mRNA decay. Nat. Rev. Mol. Cell Biol. 11, 467–478 (2010).2052062310.1038/nrm2917PMC3145457

[b44] BernsteinJ. A., KhodurskyA. B., LinP. H., Lin-ChaoS. & CohenS. N. Global analysis of mRNA decay and abundance in Escherichia coli at single-gene resolution using two-color fluorescent DNA microarrays. Proc. Natl Acad. Sci. USA 99, 9697–9702 (2002).1211938710.1073/pnas.112318199PMC124983

[b45] SteglichC. . Short RNA half-lives in the slow-growing marine cyanobacterium *Prochlorococcus*. Genome Biol. 11, R54 (2010).2048287410.1186/gb-2010-11-5-r54PMC2897979

[b46] DressaireC. . Role of mRNA stability during bacterial adaptation. PLoS One 8, e59059 (2013).2351659710.1371/journal.pone.0059059PMC3596320

[b47] EmoryS. A., BouvetP. & BelascoJ. G. A 5′-terminal stem-loop structure can stabilize mRNA in *Escherichia coli*. Genes Dev. 6, 135–148 (1992).137042610.1101/gad.6.1.135

[b48] CommichauF. M. . Novel activities of glycolytic enzymes in Bacillus subtilis: interactions with essential proteins involved in mRNA processing. Mol. Cell Proteomics 8, 1350–1360 (2009).1919363210.1074/mcp.M800546-MCP200PMC2690492

[b49] VogelJ. & LuisiB. F. Hfq and its constellation of RNA. Nat. Rev. Microbiol. 9, 578–589 (2011).2176062210.1038/nrmicro2615PMC4615618

[b50] WagnerE. G. Kill the messenger: bacterial antisense RNA promotes mRNA decay. Nature Struct. Mol. Biol. 16, 804–806 (2009).1965461810.1038/nsmb0809-804

[b51] MaamarH., AbdouL., BoileauC., ValetteO. & TardifC. Transcriptional analysis of the cip-cel gene cluster from *Clostridium cellulolyticum*. J. Bacteriol. 188, 2614–2624 (2006).1654704910.1128/JB.188.7.2614-2624.2006PMC1428388

[b52] CelikH. . A two-component system (XydS/R) controls the expression of genes encoding CBM6-containing proteins in response to straw in *Clostridium cellulolyticum*. PLoS ONE 8, e56063 (2013).2341851110.1371/journal.pone.0056063PMC3572039

[b53] WinklerW. C., NahviA., RothA., CollinsJ. A. & BreakerR. R. Control of gene expression by a natural metabolite-responsive ribozyme. Nature 428, 281–286 (2004).1502918710.1038/nature02362

[b54] CondonC., PutzerH. & Grunberg-ManagoM. Processing of the leader mRNA plays a major role in the induction of thrS expression following threonine starvation in *Bacillus subtilis*. Proc. Natl Acad. Sci. USA 93, 6992–6997 (1996).869293110.1073/pnas.93.14.6992PMC38922

[b55] XuJ. . Evolution of symbiotic bacteria in the distal human intestine. PLoS Biol. 5, e156 (2007).1757951410.1371/journal.pbio.0050156PMC1892571

[b56] SharmaC. M. . The primary transcriptome of the major human pathogen *Helicobacter pylori*. Nature 464, 250–255 (2010).2016483910.1038/nature08756

[b57] LiR. . SOAP2: an improved ultrafast tool for short read alignment. Bioinformatics 25, 1966–1967 (2009).1949793310.1093/bioinformatics/btp336

[b58] RobinsonM. D. & OshlackA. A scaling normalization method for differential expression analysis of RNA-seq data. Genome Biol. 11, R25 (2010).2019686710.1186/gb-2010-11-3-r25PMC2864565

[b59] CuiG. Z. . Targeted gene engineering in *Clostridium cellulolyticum* H10 without methylation. J. Microbiol. Methods 89, 201–208 (2012).2245013810.1016/j.mimet.2012.02.015

[b60] JennertK. C. B., TardifC., YoungD. I. & YoungM. Gene transfer to *Clostridium cellulolyticum* ATCC 35319. Microbiology 146, 3071–3080 (2000).1110166510.1099/00221287-146-12-3071

[b61] ShaoL. . Targeted gene disruption by use of a group II intron (targetron) vector in *Clostridium acetobutylicum*. Cell Res. 17, 963–965 (2007).1797180810.1038/cr.2007.91

[b62] PerutkaJ., WangW. J., GoerlitzD. & LambowitzA. M. Use of computer-designed group II introns to disrupt *Escherichia coli* DExH/D-box protein and DNA helicase genes. J. Mol. Biol. 336, 421–439 (2004).1475705510.1016/j.jmb.2003.12.009

[b63] TamuraK. . MEGA5: molecular evolutionary genetics analysis using maximum likelihood, evolutionary distance, and maximum parsimony methods. Mol. Biol. Evol. 28, 2731–2739 (2011).2154635310.1093/molbev/msr121PMC3203626

How the deposited data were processed for this re-analysis (not part of the article)

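The samples are 12 RNA libraries of C. cellulolyticum H10 grown on cellulose, cellobiose or glucose, with 2 cultures per carbon source. Each culture gave a Hyb library, from which rRNA was removed by hybridization, and an Exo library, treated with a 5′-phosphate-dependent exonuclease, so that there are 6 libraries of each kind. Carbon source, treatment and replicate were taken from the sample labels, and 0 columns of values were left without a sample.

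The RPKM values were computed by the authors before deposition, from reads mapped with SOAP of which only uniquely mapped ones were kept and those of rRNA were discarded. The submitters' notes also name CASAVA, without a version, and do not state the total by which reads were divided. Values are not logarithms and are not counts. Supplementary Data 1, of which the first 1998 genes were held, gives values that the paper describes as normalized by TMM and that are not divided by gene length. In each library all of these values are whole multiples of 1 step, within a tolerance of 0.01, and the reads behind the RPKM were computed from that step. Exo libraries are shallower than Hyb libraries, so that a low value in Exo carries a larger counting error, and 77 genes are listed at 0 in all 12 libraries.

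Genes with a mean RPKM of at least 5 were tested on log2(RPKM + 1) with limma 3.58.1 in R 4.3.3, with adjusted p under 0.05 as the threshold. Exo was compared with Hyb with the culture as a block, since both libraries come from the same culture. After the means of the groups were removed, the Hyb and Exo libraries of a culture correlated with r = 0.36 on each carbon source. The Exo to Hyb difference was compared between carbon sources by an interaction term. Carbon sources were compared in the Hyb libraries without a block, because replicate numbers of different carbon sources share only a number. With 2 cultures per carbon source, the fits have 3 residual degrees of freedom. Gene lists were tested with fry and camera of limma. The lists, defined by locus tags or by the paper's supplements, were the PS genes and their 3 classes, the cip-cel operon, the xyl-doc cluster, the F-type ATPase operon, Ccel_0757 to Ccel_0788, the dnaK operon, Ccel_2109 to Ccel_2112 and the stable RNA genes. Lists defined by words in gene products could not be made, since no reference annotation was at hand. The genes named are those the paper names and, by a rule set before the data were examined, come from the 10 genes per direction with the largest change among genes past the threshold. These had a mean RPKM of at least 10 in the higher group and moved the same way in every culture (Exo against Hyb) or had groups that did not overlap (carbon sources).

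Operon patterns were computed from mean Hyb RPKM with a threshold of 0.5 on the log2 ratio of consecutive genes, over the operons of Supplementary Data 4. PSs, control sequences and stem-loops were those of the supplements. Whether an iPS is a 5′iPS or a 3′iPS was set from the strands of the site and of its operon. Sequences were folded with RNAfold 2.7.2 in place of Mfold. Permutation tests used 100000 draws, of which the smallest possible p is 1e-05, or every permutation in the exact tests across single libraries. They were run with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9.

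The fits were tested on simulated data in which 200 genes were changed. A log2 change of −2 or 2 was called in 92% of the genes between Exo and Hyb, and in 42% and 48% between cellulose and glucose. Alternatives were the pseudocount (0.1 and 10), the filter (none and a mean RPKM of at least 20), scaling by the median of ratios, quantile normalization, the block, each library or culture left out, single carbon sources, the Exo libraries, and other rules for the operon patterns. Profiles along transcripts, northern blots, proteins and reporter strains were left out, since RPKM per gene holds no such values.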

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

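The tests of scaling and of depth, the permutations by transcript level, and the test on operons in which every gene has a mean RPKM of at least 20 were chosen after the results were seen. Scaling by the median of ratios was itself set before, and only its use as a test of this explanation came after.

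Of 52 groups of 6 values tested for a library far from the others, 5 had one, and 2.6 would by chance. Each group spans 3 carbon sources, so a value set apart can follow the carbon source. In Hyb, man5K relative to cipC (100) was 7.44 in glucose culture 2, against 0.86 to 2.94 in the others, and RNase R relative to RNase J was 0.988 in glucose culture 1, against 0.562 to 0.717. In Exo, cel9J and cel5N relative to cipC were 20.2 and 86.1 in glucose culture 2, against 0 to 4.28 and 5.59 to 30.7. The log2 difference of Ccel_0670 between Exo and Hyb was −4.26 in cellulose culture 1, against −3.06 to −2.38.

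A signal outside the genes that the paper discusses appeared in 4 comparisons. Ccel_2109 to Ccel_2112 were higher on cellulose than on glucose, with a median log2 change of 6.18. Of the stable RNA genes, 30 were higher on cellulose than on cellobiose, and 22 were higher in Exo than in Hyb. Against all other genes, these lists did not pass camera with an estimated correlation (adjusted p = 0.27, 0.63 and 0.36, in the same order). In operons without a listed PS, the later genes lay −0.92 below the first gene in their log2 difference between Exo and Hyb.

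Genes lower in Exo outnumbered genes higher in Exo. Of 32 ways to swap Hyb and Exo within cultures, only the real one (1) gave as many lower or higher genes, with 1551 against 824 in the highest other. In a fit without cultures, 1 of 100 drawn splits of 462 did, the real one, with 805 against 507. This is not the fit that only drops the block of the main test, which called 1309 genes lower and 183 higher. The swaps and the splits both argue against chance without excluding it. The real grouping always counts, so 1 of 32 and 1 of 100 are the smallest shares possible. For the PS genes 1 of 32 swaps gave as many lower or higher genes, with 102 against 93. The study chose these genes from the same libraries for fewer reads in Exo, so this count does not test chance. Lower depth and scaling stay open. Of the calls among genes with a mean RPKM over the 12 libraries of at least 100, 67.6% were lower, and 47.7% at a mean of at least 500. By the mean of the 6 Hyb libraries these shares were 73.8% and 61.2%. The share thus fell with the level and depends on the libraries that set the level, as well as on the scaling, so these values do not decide on depth. With libraries scaled by the median of ratios 50.7% of the calls were lower, but this scaling centres the median gene and so fixes the split, and whether most RNAs fell or a few rose cannot be told apart. Reads per gene were computed only for the 1998 genes held of Supplementary Data 1, which leave out the gene with the highest RPKM in 9 of 12 libraries (Ccel_3332 in 8 and Ccel_2938 in 1). The 10 most abundant of these 1998 genes took 17.4 to 24.0% of their reads in Hyb and 22.4 to 36.6% in Exo, and the share over all genes is not known. Digestion of processed RNA by the exonuclease, the paper's explanation, also remains open.

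Within operons, later genes fell more in Exo than the first gene, by −0.98 ± 0.86 on the log2 scale (SD over 596 operons), and did so in 529 operons (permutation p = 1e-05, the smallest possible). The test runs across operons of the same cultures, so its p-value does not measure the spread between cultures. The scaling of a library moves all genes of an operon alike, apart from the pseudocount, so rescaling does not test this difference. The listed PSs are argued against as the whole cause, since operons without one showed 63.96% of the difference of operons with one (−0.92 in 528 operons and −1.44 in 68). A low level of the later genes is argued against by the operons in which every gene has a mean RPKM of at least 20, where the difference was −1.10. In operons of at least 4 genes without a PS, the mean log2 difference was −0.13 at the first place (143 genes), −0.84 at the second (139), −1.39 at the third (139) and −1.63 at the fourth (140), and stayed level at the fifth (−1.64, 78 genes). Genes of monocistronic operons without a PS had −0.17 ± 0.77 (SD, 823 genes), close to first genes of operons (−0.18 ± 0.69, 550 genes). PSs that were not listed, or RNA broken during preparation, may each leave later genes without the protected 5′ end, and neither was tested.

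Operons with an iPS were Complex more often. The transcript level is argued against as the cause, since permutation among operons of a like mean level gave p = 1.0e-05, the smallest possible. The number of genes stays open as a candidate explanation, since permutation among operons of the same number of genes gave p = 0.40, and among operons of the same number of genes and the same side of the median level p = 0.26. Longer operons have more steps to form a Complex pattern and more places for an iPS. A p above the threshold does not show that an iPS has no effect on the pattern.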

How the results depend on the processing

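Scaling from Supplementary Data 1, a prior variance that follows the level, values of Supplementary Data 1 not divided by length, permutations within level and permutations of the listed patterns were chosen after the data were examined. For the results that answer a comparison, 271 values were computed under other settings: 193 kept their direction and side of the threshold or moved within the spread, 14 no longer passed, 59 moved and 5 reversed. Leaving out a library or culture gave 98 values, of which 59 stayed, 18 no longer passed and 21 moved. For named genes and gene lists, 1005 of 1133 values stayed under other settings and 2 reversed, and 658 of 762 stayed when a library or culture was left out. Some of those that stayed could not move, such as the strict rule for Flat operons and the other order of the replicates for both shares between Exo and Hyb. Where no cause is given, the cause was not tested.

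Genes lower and higher in Exo numbered 935 and 908 with the median of ratios, 787 and 1046 with quantile normalization, and 1023 and 816 with the scaling of Supplementary Data 1. Between cellobiose and glucose, genes higher and lower numbered 352 and 275, 317 and 295, and 351 and 300, in the same order, and genes lower on cellulose than on cellobiose 350, 452 and 405. Under quantile normalization the log2 differences of Ccel_0739 and Ccel_0740 between Exo and Hyb reversed, to 0.12 and 0.16. On cellulose, the share of genes with Exo under 50% of Hyb was 25.0% with the median of ratios and 25.7% with Supplementary Data 1, and 42.6% to 42.7% in single cultures. Hyb under 50% of Exo was 24.0% and 22.5%, and 5.02% for genes with a mean RPKM of at least 5. Between Hyb replicates the share was 13.9% and 12.4%, 4.79% with that filter, and 22.5% in the other direction. Between Exo replicates these were 17.5%, 16.2%, 6.59% and 28.9%.

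Without the culture as a block, 183 genes were higher in Exo. With replicate as a block in the carbon sources, 486 genes were higher and 858 lower on cellulose than on glucose, 186 and 645 on cellobiose than on glucose, and 485 and 224 on cellulose than on cellobiose. Replicate numbers do not pair cultures of different carbon sources, whose Hyb libraries correlated with r = 0.10, 0.02 and −0.16. The carbon source changed the Exo to Hyb difference of 6 genes with a pseudocount of 0.1, 35 with 10 and 1 with a prior variance by level, in place of 0.

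With Exo in place of Hyb, genes higher and lower numbered 235 and 490 between cellulose and glucose, 38 and 155 between cellobiose and glucose, and 181 and 61 between cellulose and cellobiose. Leaving out a library gave 324 to 513 genes higher and 332 to 1260 lower on cellulose than on glucose, 34 to 275 and 50 to 1111 on cellobiose than on glucose, and 248 to 552 and 83 to 452 on cellulose than on cellobiose. Without glucose culture 1, the counts against glucose were the lowest of these ranges. A carbon source with 1 library is assumed to vary like the others.

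With Exo levels, 379 operons were Down, 130 Flat and 83 Up, and 26.6% of the iPSs lay next to the highest gene, which reversed the result against permutation. The correlation of stem-loop energy and ratio was −0.18, 22.2% of the genes with a stem-loop were the highest, and the separation of cipC, cel48F and cel9E from the other genes was 1.99. The iPSs were listed for fewer reads in Exo, so the Exo values for iPSs and stem-loops are not independent of that choice. With all 12 libraries, 118 operons were Up and 46.9% of the iPSs lay next to the highest gene. The strict rule gave 112 Down, 119 Up and 278 Complex operons, and a threshold of 1 gave 420 Flat, 120 Up and 39 Complex. The odds ratio for iPSs in Complex operons was 2.22 in PS-harbouring operons (Fisher's exact test, one-sided, p = 0.089). Permutation leaves the main odds ratio of 5.51 as it is. By the number of genes, 17.5 Complex operons with an iPS were expected against 20 observed, and 17.2 when also matched by level. Neither passed (permutation p = 0.40 and 0.26). With the listed patterns (odds ratio 5.41), 27.4 were expected against 28 observed (permutation p = 0.82).

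The log2 ratio of Ccel_0267 to Ccel_0266 was 2.78 on cellulose, 2.67 on cellobiose and 1.44 on glucose, and to Ccel_0268 it was 3.51, 3.31 and 2.50. With 2 libraries the exact p cannot go below 0.5. Without 1 library the ratios were 2.18 to 2.51 and 2.95 to 3.25, and that of RNase R to RNase J −0.69 to −0.52, where 5 libraries cannot go below 0.0625. In Exo the ratio to Ccel_0266 was −0.18 (SD 0.45, exact permutation p = 0.375, above 0 in 2 of 6 libraries). That of PNPase to RNase J was also −0.18 (SD 0.88, exact permutation p = 0.625, above 0 in 3 of 6 libraries). Both changed sign but were not shown to differ from 0. The ratio of RNase R to RNase J reversed to 1.12. With all 12 libraries the last was 0.27, of changed sign but not shown to differ from 0 (SD 0.96, exact permutation p = 0.338). With values of Supplementary Data 1 the ratio to Ccel_0266 was 0.68 (exact permutation p = 0.094).

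The lowest r2 between replicates was 0.815 on RPKM without the logarithm, 0.779 with a pseudocount of 0.1 and 0.931 with 10. Between Hyb and Exo, the lowest was 0.716 without the logarithm, 0.734 with a pseudocount of 0.1 and 0.748 for genes with a mean RPKM of at least 5, and the highest 0.836 with a pseudocount of 0.1. For the cip-cel ratios, r2 between cellobiose and glucose was 0.959 on log2 ratios and 0.937 in Exo, and between cellulose and glucose 0.813 in Exo.

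Replication limits the comparisons of carbon sources: of simulated genes changed by a log2 difference of −1 or 1 between cellulose and glucose, 2% were called, against 56% and 70% between Exo and Hyb. These shares hold for 200 changed genes. The data called more, with 490 higher and 874 lower on cellulose than on glucose. Adjusted p depends on how many genes change, so the simulated shares do not give the share found in the data.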

Differences from the paper's values

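Values are taken to differ when they lie apart by more than the spread (the SD between libraries or carbon sources, or a 95% binomial interval) and by a factor of more than 1.5, and correlations when they lie apart by more than the spread. A value within this tolerance need not equal the paper's.

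The paper gives 24% as the share of genes on cellulose with Exo under 50% of Hyb, and 40.8% was found. Of the alternatives set before the data were examined, scaling by the median of ratios gave 25.0%, within this tolerance. A mean RPKM of at least 5 (41.3%) and single cultures (42.6% and 42.7%) do not, and the other order of the replicates does not enter this share (40.8%). The scaling of Supplementary Data 1, chosen after seeing the values, gave 25.7%.

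For operons with the Flat pattern the paper gives 116, and 211 were found. The 6 Exo libraries gave 130, within this tolerance. Cellulose (182), cellobiose (210) and glucose alone (208), all 12 libraries (203), a threshold of 1 (420), genes with a mean RPKM of at least 5 (179) and a pseudocount of 0.1 (197) do not, and the strict rule leaves the Flat operons as they are (211). Chosen after seeing the values, those of Supplementary Data 1, not divided by gene length, gave 75 Flat operons among the 393 it holds, where 66 are listed and RPKM gave 108, and dropped 12 of the 66. For the Complex pattern the paper gives 213, and 120 were found. Cellulose alone (143) and the strict rule (278) lie within a factor of 1.5, though apart by more than the SD of 14.2 between carbon sources. Cellobiose (119) and glucose alone (118), the Exo libraries (128), all 12 libraries (128), a threshold of 1 (39), genes with a mean RPKM of at least 5 (82) and a pseudocount of 0.1 (128) do not. Supplementary Data 1, again chosen after seeing the values, gave 115 Complex operons among the 393, where 106 are listed and RPKM gave 67, and dropped 20 of the 106.

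Of the Flat operons, the paper finds an iPS in 0.9%, and 2.37% was found. Glucose alone (0.96%), all 12 libraries (0.99%) and the patterns as listed (0.86%) lie within this tolerance. Cellulose (1.65%) and cellobiose alone (1.90%), the Exo libraries (1.54%), a threshold of 1 (2.14%), genes with a mean RPKM of at least 5 (2.79%), a pseudocount of 0.1 (2.54%), operons of at least 3 genes (6.67%) and PS-harbouring operons (45.5%) do not, and the strict rule again changes nothing (2.37%).

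The paper gives the size of the correlation between folding energy and transcript ratio as 0.44, and 0.57 was found. Glucose alone (0.44), all 12 libraries (0.49) and the set without the 2 stem-loops farthest from the median energy (0.52) lie within this tolerance. Cellulose (0.56) and cellobiose alone (0.63), the Exo libraries (0.18), RNAfold energies (0.57) and a pseudocount of 0.1 (0.57) do not. Chosen after seeing the values, those of Supplementary Data 1 gave 0.49 over the 23 of 27 stem-loops it holds, within this tolerance, and RPKM gave 0.59 over the same 23.

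For Ccel_0267 the paper gives 3 to 5 times the level of the flanking genes, and 5.35 and 9.13 times were found. For the lower fold, glucose alone (2.74), the Exo libraries (0.92) and the sets without cellulose culture 1 (4.95), cellulose culture 2 (5.14) or cellobiose culture 2 (4.93) lie within this tolerance. The spread here is an SD of 2.16, so wide that the Exo fold passes although it lies below 1, the opposite direction. Cellulose (6.86), cellobiose (6.44) and the sets without cellobiose culture 1 (5.33), glucose culture 1 (5.95) or glucose culture 2 (5.80) do not. For the higher fold, glucose alone (5.67), the Exo libraries (5.26) and the set without cellulose culture 1 (8.01) lie within this tolerance. Cellulose (11.8), cellobiose (9.94) and the other sets without 1 culture (8.79 to 9.92) do not. Chosen after seeing the values, those of Supplementary Data 1 gave 1.74 and 4.33 times, both within this tolerance.

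The paper states that the level of RNase R exceeds that of RNase J by at least 70%, and −31.6% was found on RPKM. All 12 libraries gave 47.6%, below the paper's value by more than the SD of 15.9 between libraries but within a factor of 1.5. The Exo libraries gave 127%, farther from 70% than the tolerance but above it, as the paper states. Each set without 1 culture (−37.6% to −29.1%) differs. The paper cites Supplementary Data 1 for its value, which is not divided by gene length, and no ratio of RNase R was computed on that scale here. For PNPase, chosen after seeing the values, that scale gave 2.39 ± 1.48 times RNase J, or 139% higher (SD, n = 6 Hyb libraries). It lay above RNase J in 5 of 6 libraries (exact sign-flip permutation p = 0.0625).

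The paper counts 73.2 M uniquely mapped reads, and 32.1 M reads were found behind the RPKM. The submitters do not state what the total behind the RPKM counts, so whether the measures are the same is not known, and no alternative was set.

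The paper names Ccel_0711 among genes with the highest level of their operon, and it was highest in 0 of 6 Hyb libraries. The other 6 genes named were highest in 6 of 6, except Ccel_0318 with 4 of 6. The paper states that the xyl-doc genes were not transcribed, and all 84 Hyb values were above 0, at a median RPKM of 4.19. Among PS-harbouring operons, iPSs lay in Complex operons with an odds ratio of 2.22 (Fisher's exact test, one-sided, p = 0.089). With the listed patterns, the odds ratio was 18 (Fisher's exact test, one-sided, p = 1.0e-06). Supplementary Data 3 names 121 genes with a PS, 1 more than the paper's text. The numbers of 3′iPSs and 5′iPSs set here, and of control sequences, also differ slightly from the paper's.

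The listed pattern of an operon was found in 271 of 718 operons (37.7%). Of operons with an Up or Down pattern in both, 88 of 122 on the plus strand had the same one, and 33 of 125 on the minus strand. Chosen after seeing the values, genome order in place of the order of transcription gave 330 operons with the listed pattern. Over the 393 operons held in Supplementary Data 1, its values in genome order gave the listed pattern in 305 (77.6%), against 173 (44.0%) with RPKM in the order of transcription.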

Other observations

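The comparisons of carbon sources were set before the data were examined, apart from the scaling of Supplementary Data 1. All 13 genes of the cip-cel operon, Ccel_0728 to Ccel_0740, were higher on cellulose than on glucose in Hyb (limma, adjusted p under 0.05, and likewise adjusted over the list alone), with a median log2 change of 3.04, and 13 were under every scaling. Against all other genes, the list passed camera with a preset correlation (adjusted p = 7.5e-10) and not with an estimated one (adjusted p = 0.48). Between cellobiose and glucose, 7 were higher (11 adjusted over the list alone), with 3 without any 1 cellobiose or glucose library and 13 without either cellulose library. Between cellulose and cellobiose, 6 were higher (9 adjusted over the list alone), with 2 without cellobiose culture 1, 1 without cellobiose culture 2, 4 without either glucose culture and 13 without cellulose culture 1. Ccel_0728 had an RPKM of 3880 ± 1353 on cellulose, 1087 ± 212 on cellobiose and 133 ± 14.5 on glucose (SD, n = 2), with a log2 change of 4.82 between cellulose and glucose (standard error 0.38, limma adjusted p = 7.3e-05). Ccel_0732 changed by 4.83 (standard error 0.38, limma adjusted p = 7.6e-05).

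The other lists are given as counts of genes, since none of the 11 passed camera with an estimated correlation after adjustment (lowest adjusted p = 0.11, for Ccel_2109 to Ccel_2112 on cellobiose). Ccel_2109 to Ccel_2112 were higher on both cellulose and cellobiose. All 4 genes were higher than on glucose, with a median log2 change of 6.54 on cellobiose, and Ccel_2112 had an RPKM of 15718 ± 2526 on cellulose, 11825 ± 772 on cellobiose and 146 ± 8.49 on glucose (SD, n = 2). The F-type ATPase operon went the other way, with 9 of 9 genes lower on cellulose than on glucose (median log2 change −2.02, with 8, 9 and 8 under the other scalings), 7 of 9 lower than on cellobiose (9 adjusted over the list alone) and 2 of 9 lower on cellobiose than on glucose. In the dnaK operon 5 of 7 genes were lower on cellulose than on glucose, and 3 under each other scaling, without cellulose culture 1, without either cellobiose culture or without glucose culture 2. Of the 54 stable RNA genes measured, 28 were higher and 4 lower on cellulose than on glucose, and 0 higher and 7 lower on cellobiose than on glucose. In Ccel_0757 to Ccel_0788, 0, 2 and 0 genes changed in the 3 comparisons. The PS genes went both ways, with 25 of 112 higher and 34 lower on cellulose than on glucose.

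Over all 2977 genes, 490 were higher and 874 lower on cellulose than on glucose, 186 and 638 on cellobiose than on glucose, and 476 and 227 on cellulose than on cellobiose (limma, adjusted p under 0.05). These counts depend on single libraries: leaving out 1 gave 324 to 513 and 332 to 1260, 34 to 275 and 50 to 1111, and 248 to 552 and 83 to 452, in the same order. The median gene shifted by −0.48, −0.55 and 0.05, and changes relative to it are larger or smaller by that much. Depth differed with the carbon source. The Hyb libraries held 1838478 and 2025220 reads on cellulose, 5079401 and 5450169 on cellobiose, and 6127414 and 4804936 on glucose. Genes listed at 0 numbered 295 and 253 on cellulose and 138 and 148 on glucose. Low values on cellulose thus carry a larger counting error. Among the largest changes between cellulose and glucose, Ccel_0693 had an RPKM of 589 on cellulose and 0.5 on glucose, and Ccel_0925 was listed at 0 on cellulose and had 281 on glucose. Ccel_2917 had 1557 ± 759 on cellulose (SD, n = 2) and was listed at 0 on cellobiose. Between cellobiose and glucose, Ccel_1866 had 133 and 15167, with a log2 change of −6.83, and Ccel_2111 1744 and 12.3, with 7.04. Between cellulose and cellobiose, Ccel_2938 had 294 and 60692, with −7.60, and Ccel_0359 2403 and 1.8, with 10.08. The sources used here pair none of these 7 locus tags with a gene name.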
